# First transcriptome profiling of *D*. *melanogaster* after development in a deep underground low radiation background laboratory

**DOI:** 10.1371/journal.pone.0255066

**Published:** 2021-08-05

**Authors:** Mikhail Zarubin, Albert Gangapshev, Yuri Gavriljuk, Vladimir Kazalov, Elena Kravchenko

## Abstract

Natural background radiation is a permanent multicomponent factor. It has an influence on biological organisms, but effects of its deprivation still remain unclear. The aim of our work was to study for the first time responses of *D*. *melanogaster* to conditions of the Deep Underground Low-Background Laboratory DULB-4900 (BNO, INR, RAS, Russia) at the transcriptome level by RNA-seq profiling. Overall 77 transcripts demonstrated differential abundance between flies exposed to low and natural background radiation. Enriched biological process functional categories were established for all genes with differential expression. The results showed down-regulation of primary metabolic processes and up-regulation of both the immune system process and the response to stimuli. The comparative analysis of our data and publicly available transcriptome data on *D*. *melanogaster* exposed to low and high doses of ionizing radiation did not reveal common DEGs in them. We hypothesize that the observed changes in gene expression can be explained by the influence of the underground conditions in DULB-4900, in particular, by the lack of stimuli. Thus, our study challenges the validity of the LNT model for the region of background radiation doses below a certain level (~16.4 nGy h^-1^) and the presence of a dose threshold for *D*. *melanogaster*.

## Introduction

All living organisms have been affected by natural background radiation since the time when life on the Earth began. The background radiation on the surface of the Earth consists of γ-rays, α- and β-particles, neutrons, radon, cosmic particles etc. from different terrestrial and space sources [1]. The dose rate of this background radiation varies in the range of 10^−7^–10^−5^ Gy h^-1^. Throughout life, all living organisms are constantly exposed to low doses of natural background radiation which induces generation of reactive oxygen species (ROS) and radicals in biological matter as well as destruction of biomolecules and cell structures. Therefore, ROS may be used as important signaling molecules or trigger stimuli in pathways supporting cell homeostasis [2–4]. The study of biological effects of background radiation reduction and determination of the value of very low-dose radiation for living organisms belong to a rapidly evolving field of interdisciplinary research which is focused on fundamental principles of the interaction between ionizing radiation and biological matter, damage-dose relations models, mechanisms of low-dose sensitivity, biological evolution and adaptation. The emphasis of such studies lies on the search for innovations which can be employed in astrobiology, cancer medicine and longevity research [3, 5–7].

Additionally, biological experiments in low-radiation background may prove or challenge the dose-damage linear no-threshold model (LNT) which linearly extrapolates effects induced by exposure of living organisms to high doses of radiation to the levels of low doses, natural background radiation and reduced background radiation. It should be noted that there are already a lot of data about the effect of low doses above the background radiation level, which allowed suggesting the hormesis theory that means possibility to reconsider the LNT model, a currently officially accepted, but actively debated model [1, 8–10]. However, available data on the effects of low doses below background radiation have not been sufficient yet to make a conclusion about the applicability of the LNT model to such conditions. Thus, studying responses of living objects to the low-radiation background environment gives the possibility to refine the LNT model in the low-dose region, to better assess radiation and cancer risks and to determine both evolutionary impact of natural radiation and mechanisms of radiosensitivity [3, 5].

Effects of background ionizing radiation deprivation on organisms have been studied for the last two decades [6, 11–17] in experiments performed in various locations, for instance, in the low-background chamber at Osaka University (Osaka, Japan) and several industrial underground tunnels, such as DUGL CJEM (Erdaogou Mine, China), BISAL (Boulby, UK) and WIPP (New Mexico, USA) [12, 14, 16, 18]. But most of biological studies dealt with deep underground laboratories, namely: LNGS (Gran Sasso, Italy), LSM CNRS (Modane, France), SNOLAB (Sudbury, Canada), JINR/BNO INR RAS (Neutrino village, Russia) [7, 11, 15, 17, 19–21]. They were specially designed for neutrino low-radiation background observatories and are the most efficient places for experimental isolation from cosmic and terrestrial sources of radiation. In order to develop effective shielding for low background laboratory it is necessary to take into account each component of the radiation background. For this reason, low-background laboratories are located deep underground, equipped with ventilation systems, additional chambers shielding from surrounding rocks and constructed from materials with a low-radionuclide content. All this makes it possible to reduce the total radiation background by 4–10 times [22, 23]. However, there are some limits to radiation background reduction in biological experiments. They concern inability to completely eliminate radioactive radon gas from laboratory atmosphere and ^40^K, a component of any nutrient media.

Briefly, the main scheme of biological experiments in deep underground low-background laboratories involves the study of two groups of identical model organisms simultaneously placed in conditions of low and natural background radiation. The exposition time is defined by purposes of research and by development/life cycle duration for multicellular organisms or generation time for microorganisms. The current results were obtained in such experiments when model organisms were exposed to low-background conditions from several days to about one year [11, 14, 20, 22]. Effects of low-radiation background on living organisms were determined by comparing experimental and control groups and by registering the changes in parameters suitable for experimental purposes, for instance, growth rate, lifespan, fertility, gene expression or protein abundance [12–15, 20]. An additional difficulty in carrying out such experiments is the demand to control many external parameters which must be the same for groups of organisms placed in low-background conditions and for those left in natural background conditions. These parameters are temperature, humidity, air pressure, gas composition, microparticles concentration and others since they can cause biological responses unrelated to the background radiation level.

At present the significant part of the effects registered in decreased background radiation conditions can be classified as suppressive, that reduce growth and development parameters, both for unicellular and multicellular organisms. Growth rate inhibition, increased sensitivity to radiation, delayed recovery after return to natural background conditions, alteration in expression of several genes concerned with ribosomal proteins, membrane transport, respiration, reparation and antioxidant regulation for increased ROS removal were observed in experiments on mammalian cell cultures (TK6, V79, M10, L5178Y, FD-LSC-1) and unicellular organisms (*Paramecium tetraurelia*, *Synechococcus lividus*, *Shewanella oneidensis*, *Deinococcus radiodiodurans*, *Saccharomyces cerevisiae*) [11, 12, 14, 17, 18, 24, 25]. The first multicellular organism used for determination of the effects of low-radiation background was the fruit fly in projects FLYINGLOW and RENOIR [20, 26]. These experiments established that *D*. *melanogaster* was well suited for maintenance in environments of a deep underground laboratory. During several weeks of exposition to low-background conditions, this model organism demonstrated the increased median lifespan for both sexes and fertility reduced by 30% [20]. After eight months of exposure of nematode *Caenorhabditis elegans* to low-radiation background the increased egg-laying and relatively faster growth rates during larval development were registered, and after 72 hours in an underground laboratory alterations in expression of genes involved in spermatogenesis (up-regulated), collagen and cuticle metabolism (down-regulated) were observed [22]. During the ongoing REPAIR project the lake whitefish *Coregonus clupeaformis* was used in SNOLAB where a significant increase in embryo body length and body weight was registered, but the authors could not explain the reason for these changes [27].

The explanation of stress-like responses in conditions of low-radiation background is commonly based on the hypothesis that decrease in radiation background leads to reduction of ionization events at the cellular level, which, in turn, affects production and removal of ROS, being signaling molecules and trigger stimuli to several processes, for instance, the DNA reparation process [3, 6, 14, 21]. In other words, it is assumed that the impact of natural background radiation may have a stimulatory effect and therefore is useful for life. However, no effects of decreased background radiation were revealed for *Escherichia coli* and *Bacillus subtilis* in several experiments at Modane and Boulby [13, 16, 21]. In controlled evolution experiments during two weeks 500 generations of *E*. *coli* developed in low-radiation background and no differences in evolutionary trajectories were found compared with bacteria developed in the natural background [13]. This result was supported by GEANT4-DNA modeling based on Monte Carlo method that did not confirm the hypothesis that natural background radiation may have significant influence on ROS production in unicellular organism. According to the modeling, less than one cell out of 10000 per day interacts with components of terrestrial natural radiation background [21]. Therefore, it is highly unlikely that background ionizing radiation may have any perceptible influence on cell homeostasis [21]. Another experiment at the Boulby laboratory demonstrated the same growth rate of *E*. *coli* and *B*. *subtilis* in low-background and natural background conditions, which makes it possible to assume the existence of a threshold in the radiation dose below which the LNT model cannot be applied and the absence of hormetic effects in the range of natural radiation background for bacteria [16].

It is important to note that many researchers who have conducted biological experiments in low-background laboratories, for instance, SNOLAB and DUGL CJEM, point out that some factors, not related to radiation, influence biological responses, which further complicates the analysis of the obtained data [12, 15].

To summarize, the explanation of low background radiation effects on living organisms may widen our knowledge about mechanisms of radiosensitivity, hormesis processes, signaling role of ROS and make possible to improve radiation risk model in the range of natural background and low doses of ionizing radiation [7, 16, 28, 29].

In our work we study the effect of low-background radiation on an important model organism *D*. *melanogaster*. The flies, from larva to imago, were exposed in the Deep Underground Low-Background Laboratory DULB-4900 (BNO INR RAS, Russia) during 14 days that, as reported earlier, is an appropriate exposure period to observe effects of reduced background radiation [20]. We aim to register for the first time the response of this complex multicellular organism to reduced environmental radiation at the whole transcriptome level using RNA-seq profiling and to analyze the obtained results in terms of the impact of different types of stress including radiation treatment. This study affords to estimate the obtained results from the point of view of the LNT model in the low-dose range and to widen knowledge about the influence of deep underground conditions on living organisms. Also, we declare our work to be the first initiative of interdisciplinary studies in the BNO (INR RAS) facility which links tasks of biophysics, radiobiology, astrobiology and medicine. The unique DULB-4900 laboratory has a high potential for hosting biological experiments [7].

## Materials and methods

### *D*. *melanogaster* stocks and maintenance

We used wild-type *D*. *melanogaster* strain Oregon-R cultured on a medium containing 1000 mL water, 16 g yeast, 30 g sugar, 40 g semolina, 7 g agar and 0.5 mL propionic acid at 24°C in dark. The experiments were simultaneously carried out in a chamber of the low-background underground laboratory DULB-4900 in the horizontal tunnel of the Baksan Neutrino Observatory (BNO) equipped with temperature control and ventilation systems, and in the laboratory of the BNO ground institute building located near the entrance of the tunnel where the control biological group was maintained in natural background conditions. During one experiment, twenty Oregon-R males and females were placed in each laboratory in vials with the medium for egg-laying and were discarded after 48 hours, then three vials were kept in DULB-4900 and two vials in the ground laboratory for the entire fruit fly development cycle (14 days) before getting 2–3 days adult flies.

### RNA extraction, library preparation and sequencing

Twenty five 2–3 days adult males from each vial from DULB-4900 and the ground laboratory were homogenized in RNA-intact (Evrogen, Russia) and transferred on the ice to the Evrogen company (Moscow, Russia). Total RNA was isolated from these samples using ExtractRNA reagent (Evrogen, Russia) according to the manufacturer’s standard protocol. The quality of total RNA was verified by gel electrophoresis using ~1 μg of extracted RNA (S1 Fig). Using the TruSeq mRNA Stranded reagent kit (Illumina, USA) poly (A+) fractions of total RNA were enriched and then cDNA was synthesized by random hexamer priming. The resulting cDNA was used to prepare libraries compatible with Illumina sequencing technology in the Evrogen company. The quality of the resulting libraries was determined using the Fragment Analyzer system (Agilent, USA). The quantitative analysis was performed by qPCR. After the quality control and DNA quantity estimation the library pool was sequenced with 100 bp single-end reads on Illumina NovaSeq 6000 platform (Illumina, USA). FASTQ files were obtained using bcl2fastq v2.20 Conversion Software (Illumina, USA). As a result, 556 979 047 reads were received.

### RNA sequencing data analysis

The samples were analyzed as two comparison groups with three biological repeats within the “LB” (low background) group and two biological repeats within the “NB” (control, natural background) group (S2 Fig). Quality control of sequencing results performed in the FastQC 0.11.9 program, showed high quality of readings and the presence of a small number of adapter sequences in them. Preliminary filtering of readings by length and quality, as well as the removal of adapter sequences, were carried out using TrimGalore 0.6.1 and Cutadapt 2.10. As a result, more than 98% of the data passed pre-filtering and was used in the subsequent analysis. The assembly of BDGP version 6 (BDGP Release 6 + ISO1 MT/dm6, source of UCSC) with masked repeating elements was used as the reference genome of *Drosophila melanogaster* to focused solely on sequences of known annotated genes that most likely do not contain repetitive elements (the limitation of this approach does not take into account the expression of transposons). The readings were mapped to the reference genome using HiSat2 2.2.1 taking into account splicing sites and exon boundaries according to the NCBI RefSeq annotation. Evaluation of the quality of the mapping results was carried out using the RSeQC v3.0.1 package.

More than 93% of the readings were mapped for each of the samples while the percentage of the readings mapped to exons was 73–76%. 

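The deposited counts close with the number of reads that HTSeq could not place on a transcript, from which the shares of each library follow. Aligned reads made up 93.7% and 93.2% of the records in the 2 NB libraries and 93.1%, 93.4% and 93.5% in the 3 LB libraries. Reads that overlapped exactly 1 transcript made up 27.1% and 26.4% in NB-flies and 27.5%, 28.4% and 27.3% in LB-flies. Reads that overlapped more than 1 transcript, which HTSeq calls ambiguous and leaves out of every count, made up 55.3% and 56.5% in NB-flies and 54.6%, 53.9% and 56.3% in LB-flies. Together these reads in annotated transcripts came to between 82.2% and 83.6% of a library's records. Reads aligned to more than 1 place made up between 1.26% and 1.94%.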

The difference in gene expressions was calculated using the HTSeq 0.13.5 software. The resulting expression matrices were analyzed in R 3.6.2 medium using the DESeq2 1.30.1 library. The genes with less than 10 readings were not used in the analysis. Raw and processing sequencing data were published in NCBI GEO database via accession number GSE159477.

### Functional annotation, biological networks, Venn diagrams and NASA GeneLab Data

Biological process term enrichment analysis and KEGG pathway ontology were performed with DAVID (version 6.8). DAVID recommended defaults were used for all statistical parameters for defining annotation clusters. Biological process networks for differentially expressed genes were constructed with Cytoscape 3.8.0 Bingo 3.0.4 tool [30]. Venn diagrams representing the quantity of shared genes were made with Funrich 3.1.3 [31].

GeneLab data (https://genelab-data.ndc.nasa.gov/genelab/accession/GLDS-278/) are courtesy of the NASA GeneLab Data Repository (https://genelab-data.ndc.nasa.gov/genelab/projects/).

### RT-qPCR

The difference in the expression level for several genes from different functional categories obtained with RNA-seq analisis was verified by RT-qPCR. RNA was treated with dsDNase and converted into cDNA using Maxima First Strand cDNA Synthesis Kit for RT-qPCR with dsDNase (Thermo Fisher Scientific) according to the manufacturer’s recommended procedures. Quantitative RT-PCR was carried out using iTaq Universal SYBR Green Supermix (BioRad) on a CFX96 Touch Real-Time PCR Detection System (BioRad). The qPCR reactions were performed in triplicate. RT-qPCR data were obtained with the ΔΔCt method using normalization to the reference gene *RpL32*. The primer sequences are listed in the S1 Table.

### Measurement of radiation purity (contamination) of medium

To assess the radiation purity (contamination) of medium fractions of isotope decays with gamma rays data output was measured using the low-background gamma-ray spectrometer SNEG (BNO INR RAS, Russia). Two samples of the medium weighing ~70 g were measured during 158 and 180 hours. The concentrations of ^226^Ra, ^232^Th, ^208^Tl and ^40^K were found in both measurements according to the size of the 609 keV, 911 keV, 2615 keV and 1460 keV gamma-ray peaks in the spectrum with the correction for the detector background.

### Experimental properties both DULB-4900 (Deep Underground Low-Background Laboratory) and the laboratory in the ground institute building BNO (INR RAS)

Our experiment was performed in the low-background laboratory DULB-4900 of the Baksan Neutrino Observatory of the Institute for Nuclear Research of the Russian Academy of Sciences (BNO INR RAS / Neutrino village, North Caucasus, Russia) which has unique shielding properties [7, 19, 32]. It is located in the farthest part (3700 meters from the entrance) of the horizontal tunnel in the Andyrchy mountain at the depth of 1800 meters under the rock mass (4900 m.w.e.) (Fig 1). To efficiently shield the area against surrounding rock mass radiation and to provide stable experimental conditions the underground laboratory is equipped with special chambers with individual multilayer shielding consisting from 20 cm of polyethylene, 2 mm of cadmium and 15 cm of lead (from outer layer to inner one) [32]. Cosmic-ray flux deprivation in DULB-4900 results in residual values: the muon flux is 3.0 × 10^−9^ sm^-2^s^-1^ (NB– 2.0 × 10^−2^) (Fig 3), the neutron flux is less than 3.8 × 10^−7^ cm^-2^s^-1^ (NB—4.67 × 10^−3^), the gamma-ray flux is 0.02 nGy h^-1^ (NB– 120 nGy h^-1^). Due to the special ventilation system and implementation of constructing materials with a low content of radionuclides, the radon activity in the underground laboratory chamber is 25.2 Bq m^-3^ (NB– 35 Bq m^-3^) and it stays near this level throughout the year [32–34].

**Fig 1:**
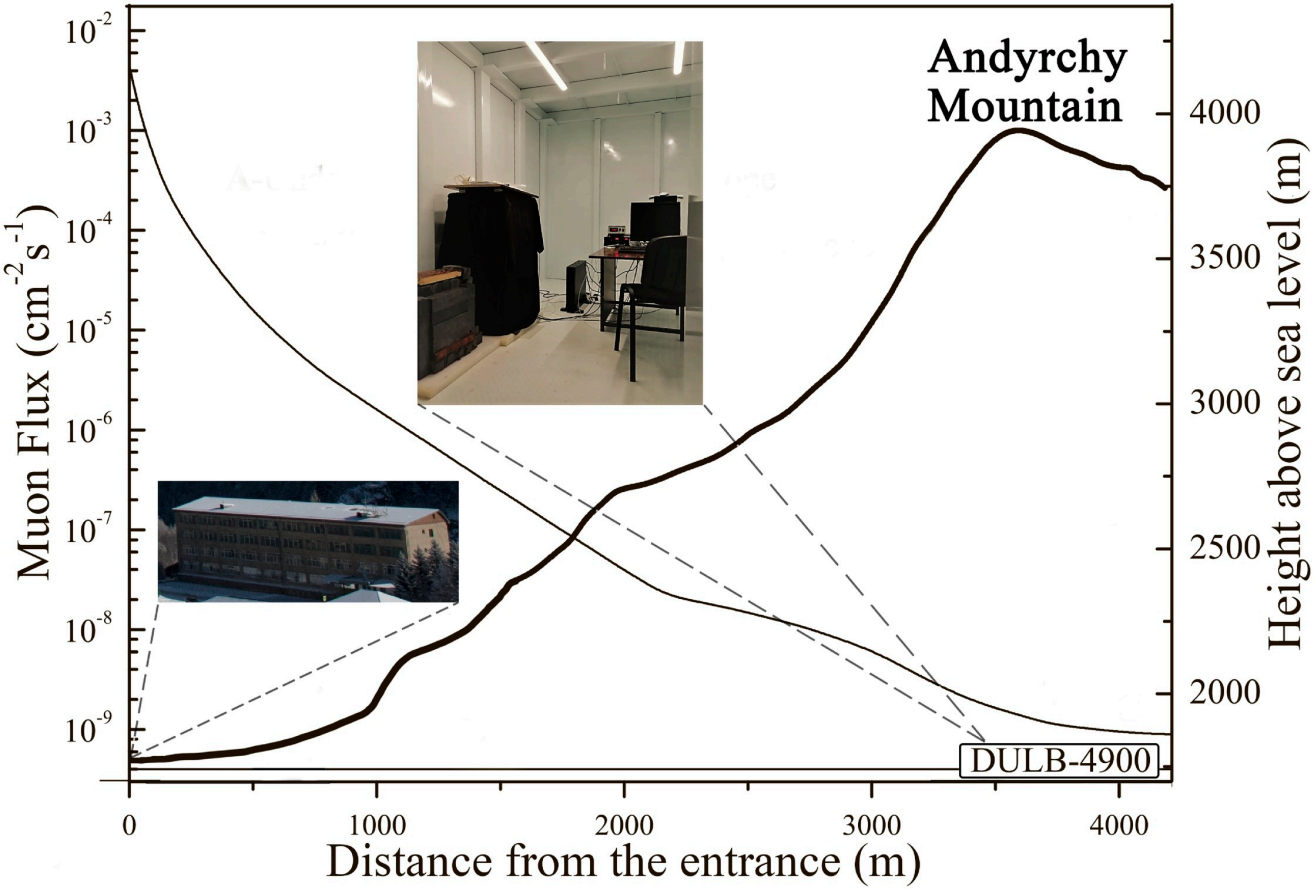
Locations and muon flux parameters of the BNO ground laboratory and the DULB-4900 low-background laboratory in the Andyrchy mountain (data from [32]).

Not only monitoring of muon and neutron fluxes, gamma-ray background and radon concentration but also the control of non-radiation parameters, such as temperature, atmospheric pressure and gas composition in the laboratory are important for biological experiments. Atmospheric pressure in DULB-4900 and in the ground laboratory was about 620 mmHg, temperature was stabilized at 24°C, gas composition underground was maintained with the general tunnel ventilation system and the local low-background chamber ventilation system [32]. In the reference ground laboratory there were no physical installations or significant physical equipment that could influence the experiment.

## Results

### Estimation of the total background radiation in DULB-4900 and in the laboratory of the ground institute building of BNO (INR, RAS)

As it has been already demonstrated for biological experiments in deep underground low-background laboratories [11, 21, 23] exceptional shielding of such laboratories reduce the muon, neutron and gamma fluxes by ~10^3^ times (Table 1) and some components may be assumed to be negligible in our calculations of total background radiation. The rate of reduction is so high that ^40^K and radon are the main contributors to the total background in biological studies [23] in low-background laboratories.

**Table 1:** Components of radiation background in DULB-4900 and the ground laboratory in the institute building of BNO (INR, RAS).

Background component	Data source	Ground laboratory in the institute building, BNO (INR, RAS)	Chamber of DULB-4900, BNO (INR, RAS)
Gamma, nGy h^-1^	NaI(Tl) crystal scintillation detector [32]	120	0.02
Neutrons, nGy h^-1^ (cm^-2^s^-1^)	Helium proportional counter [32, 33]	3.45 (4.67 × 10^−3^)	~0 (3.8 × 10^−7^)
Muons and cosmic rays, nGy h^-1^ (cm^-2^s^-1^)	Determined by the altitude (m.a.s.l.) and covering rock massive (m.w.e) [32]	24.4 (2.0 × 10^−2^)	~0 (3.0 × 10^−9^)
Radon, nGy h^-1^ (Bq m^-3^)	Experimental set-up to continuously measuring the radon activity [33, 34]	1.19 (35)	0.85 (25)
Nutrition medium ^40^K, nGy h^-1^ (Bq kg^-1^)	Spectrometer SNEG	15.5 (6.7)	15.5 (6.7)
Total dose rate, nGy h^-1^	Estimation	164.5 (190.7—based on UNSCEAR data)	16.4

The impact of the radon component on natural background is a highly debated issue of radiobiological studies, and the rate of exposure to α-particles being emitted by radon gas is defined by the level of organization of a model organism used in experiments, its body surface area, its type of physiology and respiratory system [11, 21, 35, 36]. The levels of radon, 25 Bq m^-3^ in DULB-4900 and 35 Bq m^-3^ in the BNO ground laboratory, are significantly lower than the world average radon level of 50–100 Bq m^-3^ [1] and at the same time they are similar to those of previous experiments on multicellular organisms in this field [20, 22]. The complete elimination of the radon component from natural background radiation can be achieved in the future with special experimental setups for deep underground biological studies such as low radon cleanrooms with special air filtration systems etc. [37].

Since naturally occurring radioisotopes, one of the constant sources of background radiation, cannot be shielded, we estimated radiochemical purity (contamination) of the nutrient medium for *D*. *melanogaster*. The activity of ^226^Ra was 0.037 ± 0.017 Bq kg^-1^, of ^232^Th– 0.042 ± 0.007 Bq kg^-1^, of ^208^Tl– 0.055 ± 0.021 Bq kg^-1^, significantly lower than the impact of ^40^K isotope– 6.66 ± 1.82 Bq kg^-1^. It is interesting that the sum of these values (~6.8 Bq kg^-1^) is quietly lower than estimations of many other nutrition components which vary in range 40–600 Bq kg^-1^ [38] and it is similar to some measurements in the field of low-radiation background biology [23].

According to the protocols of total natural background estimation [11, 21–23, 39] we obtained resulting natural background radiation in the chambers of DULB-4900 at the level of ~16.4 nGy h^-1^ and the total background radiation in the ground laboratory in the institute building of BNO (INR, RAS) at the level of ~190 nGy h^-1^ (Table 1). Due to the high-altitude location of BNO (INR, RAS) 1670 meters above sea level an elevated impact of the cosmic component to the total radiation background was observed [1, 40]. The difference between natural background and low-background radiation in DULB-4900 indicates ~10-fold background reduction, which means the appropriate level for low-radiation background biological studies in DULB-4900 [23].

### Differential gene expression in *D*. *melanogaster* developed in DULB-4900 and in the BNO ground laboratory

During our experiment we studied differentially expressed genes between synchronized flies from groups exposed to natural and low radiation background. To identify such genes we carried out an RNA-seq analysis of three prepared separately repeats of 25 males from flies developed in DULB-4900 (LB-flies (low background)) and two prepared separately repeats of 25 males from flies developed in the ground laboratory (NB-flies (natural background)). 

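Each library was made from the polyadenylated RNA of 25 whole males, aged 2 to 3 days, from 1 vial, so that the 3 LB libraries and the 2 NB libraries are separate vials of 1 experiment. The authors' radiation estimates for these places (Table 1) are 16.4 nGy per hour in the underground laboratory and 164.5 nGy per hour in the ground laboratory. For the ground laboratory Table 1 also gives a higher estimate based on UNSCEAR data, and the paper's text uses about that value. The reads were single-end and 100 bp long, and the authors trimmed them, aligned them with HiSat2 to the repeat-masked dm6 genome and counted them with HTSeq. The deposited values are the resulting whole-number counts for 34111 RefSeq transcripts, without normalization, with 1 file for each library. A total of 26036113 and 25001792 reads were counted on transcripts in NB-flies (replicates 1 and 2) and 24790062, 23027411 and 23816650 in LB-flies (replicates 1, 2 and 3), or 122672028 in all. The records of the 5 files, counted or not, come to 449165520, and the values below rest on the counted reads. This total is lower than the number of reads in the paper's methods. The loss in filtering that the paper gives is too small to account for it, and the cause was not tested. Because the counts are kept for each transcript and not for each gene, a read in an exon shared by several isoforms enters no count, and the number for an isoform rests on its own exons. Of the 16988 gene symbols with a transcript in the counts, 7320 have several transcripts, and 1278 of these (17.5%) have none with at least 10 counts summed over the libraries, against 18.3% of the symbols with 1 transcript. The transcripts were kept apart, as in the paper. The 17337 transcripts of 13943 genes with at least 10 counts summed over the 5 libraries were tested, after TMM normalization in edgeR. Expression is given below as CPM, the counts scaled by the normalized library size, with the SD over 3 LB or 2 NB libraries, fold changes are log2 values of LB-flies against NB-flies from edgeR, and gene positions are those of the same genome release as in the paper. The smallest level that these depths can show, 3 counts, lies between 0.115 and 0.136 CPM. Whether the counting used the strand of the reads is not stated, so counts of genes that overlap another gene are uncertain.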

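With the paper's limits of an FDR of 0.05 and a 1.5-fold change, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of the 17337 transcripts, and 0 also without the fold limit. The smallest adjusted p in that test was 0.175, and 1313 transcripts (7.57%) had an unadjusted p under 0.05, of which 678 were higher and 635 lower in LB-flies. DESeq2, the tool of the paper's methods, called 76 transcripts (0.438%) on the same counts, the most of the alternatives set before the data were examined. It gave an adjusted p for 12293 transcripts, and each of the 76 passed the fold limit. With each LB replicate left out in turn, DESeq2 called between 58 and 150 transcripts, among them between 34 and 57 of the 76. The labels give the NB and LB libraries shared numbers, so the fits were repeated with a replicate block. In such a fit the LB library without a partner has no part in the contrast. This is LB replicate 3 by repeat number and LB replicate 2 by library name. Over the 7022 transcripts with a mean log2 CPM of at least 3, the deviations of same-numbered libraries from their group means had a mean correlation of -0.07 for the repeat number and -0.17 for the number in the library name. A pairing with crossed library-name numbers was added after the data were seen, and with 2 NB libraries its correlation has the opposite sign by construction. With the replicate block by repeat number, edgeR's quasi-likelihood test called 5 transcripts, 4 higher and 1 lower in LB-flies. With the block by library name and with the crossed block it called 0, with 422 and 873 transcripts at an unadjusted p under 0.05. DESeq2 with these replicate blocks called 80, 64 and 92 transcripts, of which 32, 30 and 41 were among the 76 called without a block.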

Only 77 (0.44%) transcripts representing 76 genes had different abundance (more than 1.5-fold, FDR<0.05) between LB-flies and NB-flies. 31 genes (40%) were up-regulated and 45 genes (60%) were down-regulated in LB-flies vs. NB-flies (Table 2).

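Of the 76 transcripts called by DESeq2, 31 were higher and 45 were lower in LB-flies, and all of them are in Table 2. The remaining entry of Table 2, Nep6, had a DESeq2 adjusted p of 0.0505. All 77 transcripts of Table 2 had the paper's direction in edgeR's fit, their 3 LB values lay on one side of both NB values, and their unadjusted p in edgeR's quasi-likelihood test was at most 0.0125. Among all tested transcripts, 27.9% had their LB values on one side of both NB values, against 20% by chance. Transcripts are not independent, and the share was not computed for other divisions of the libraries, so that it does not show a group effect. Adjusted over all transcripts, the edgeR p-values of the 77 ranged from 0.175 to 0.625; adjusted over Table 2 alone all 77 were under 0.05, which shows no stability because the list was called on these counts. The directions of the 77 were the same in each fit with a replicate block, which adds little because their LB values lie on one side of both NB values. The smallest edgeR adjusted p was that of CG14205 on chromosome X from 19592609 to 19595548, with 77.4 ± 25.8 CPM in LB-flies (SD, n = 3) against 6.06 ± 0.487 in NB-flies (SD, n = 2), a log2 fold change of 3.67 (SE 0.32), shared with that of CG10182. Within Table 2 the largest rise was that of CG33462, with a log2 fold change of 4.26 (SE 0.94), on counts of 5 and 4 in NB-flies against 44, 39 and 167 in LB-flies. Without LB replicate 3 its log2 fold change was 3.24, below the 3.36 of CG14205 in the same fit. The largest fall within Table 2 was that of 1 transcript of the muscle gene up, which had 764 and 3243 counts in NB-flies against 18, 47 and 85 in LB-flies, a log2 fold change of -5.19 (SE 0.80, DESeq2 adjusted p = 2.7e-04). The counts list 18 transcripts of up, of which 14 had no count in any library and 4 were tested. The other 3 tested transcripts of up did not fall in this way, with log2 fold changes of 0.22, 0.24 and -0.15, and with the transcripts of the gene summed it was -3.90. This sum rests mainly on the transcript that fell, with 4157 counts over all libraries against 169, 117 and 104. Reads shared between isoforms are missing from it, so that it does not give the level of the whole gene. The NB libraries had an SD of 66.2 CPM for the transcript that fell, around a mean of 77.6 CPM.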

**Table 2:** Differentially expressed genes of the LB-flies vs. the NB-flies and corresponding biological processes or an activity based on the FlyBase annotation (FB2020_04 release). FDR<0.05, LFC—Log_2_ fold change.

LFC	Gene Symbol	Biological Process or Activity	LFC	Gene Symbol	Biological Process or Activity
4.31	CG33462	Proteolysis	-0.78	Hex-C	Glucose homeostasis
3.96	lncRNA:CR32865	Unknown function	-0.80	Shmt	Regulation of circadian rhythm
3.68	CG14205	Predicted transferase activity	-0.81	AdSL	Predicted ’de novo’ AMP biosynthetic process
3.08	CG14219	Predicted transferase activity	-0.86	CG14400	Unknown function
2.90	CG10182	Predicted transferase activity	-0.87	ry	Xanthine dehydrogenase activity
2.74	GNBP-like3	Defense response to other organism	-0.88	Vmat	Neurotransmitter transport
2.65	IM23	Antibacterial humoral response	-0.90	mino	PiRNA metabolic process
2.25	Drs	Defense response	-0.94	tutl	Mechanosensory behavior
2.20	Fst	Cold acclimation	-0.94	Paics	’De novo’ IMP biosynthetic process
2.12	IM1	Defense response	-0.95	CG33080	Predicted carbohydrate metabolic process
2.09	MtnD	Metal ion homeostasis	-0.95	CG12766	Predicted oxidation-reduction process
2.09	CG13215	Unknown function	-0.96	CG10960	Predicted transmembrane transport
2.08	CG14957	Predicted chitin binding activity	-1.01	Nep6	Predicted proteolysis
2.02	CG33470	Unknown function	-1.04	Sardh	Sarcosine catabolic process
1.99	CG10337	Oxidoreductase activity	-1.04	OtopLa	Unknown function
1.99	CG13075	Predicted chitin binding activity	-1.06	Shmt	Regulation of circadian rhythm
1.94	Spn88Eb	Predictede endopeptidase inhibitor activity	-1.09	lectin-28C	Predicted galactose binding activity
1.88	Tig	Cell adhesion mediated by integrin	-1.11	CG15534	Predicted sphingomyelin catabolic process
1.72	CG43773	Unknown function	-1.13	Spat	Glyoxylate catabolic process
1.68	Tep2	Innate immune response	-1.15	CG43055	Predicted galactose binding activity
1.64	CG15065	Predicted defense response	-1.17	CG4716	Methylenetetrahydrofolate dehydrogenase [NAD(P)+] activity
1.61	IM3	Antibacterial humoral response	-1.22	CG7542	Predicted proteolysis
1.57	IM2	Defense response	-1.31	CG8834	Predicted fatty acid biosynthetic process
1.48	Mat	Unknown function	-1.37	CG31778	Predicted to have serine-type endopeptidase inhibitor activity
1.47	Tep1	Innate immune response	-1.41	Ser8	Predicted proteolysis
1.45	CG13324	Unknown function	-1.49	hll	Regulation of circadian sleep/wake cycle, sleep
1.21	CG18609	Predicted fatty acid elongation	-1.72	CG14120	Predicted endoribonuclease activity
0.89	CG34198	Unknown function	-1.87	CG33511	Unknown function
0.85	lncRNA:CR44493	Unknown function	-1.87	CG31089	Predicted lipid metabolic process
0.69	Mst84Dc	Sperm axoneme assembly	-1.96	CG18179	Predicted proteolysis
0.63	Tsp42Ec	Unknown function	-1.98	CG34316	Unknown function
-0.59	su(r)	’De novo’ pyrimidine nucleobase biosynthetic process	-2.05	CG34136	Unknown function
-0.64	alpha-Est1	Carboxylesterase activity	-2.07	CG18540	Unkown function
-0.70	Pect	Ethanolamine-phosphate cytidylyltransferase activity	-2.16	asRNA:CR45604	Unknown function
-0.71	CG2233	Unknown function	-2.23	LManVI	Predicted mannose metabolic process
-0.73	Nepl9	Predicted proteolysis	-2.32	CG15533	Predicted sphingomyelin catabolic process
-0.73	Odc2	Predicted putrescine biosynthetic process from ornithine	-3.09	LManIV	Predicted mannose metabolic process
-0.74	Cyt-b5-r	Predicted lipid metabolic process	-5.17	up	Muscle contraction, myofibril assembly
-0.76	nAChRbeta1	Synaptic transmission			

We used the DAVID analysis (version 6.8) for differentially expressed genes to identify significantly enriched GO terms in the “Biological process” category. Six terms were overrepresented among up-regulated in LB-flies genes with p-value < 0.05: defense response (6 genes), innate immune response (6 genes), response to bacterium (5 genes), antibacterial humoral response (4 genes), toll signaling pathway (3 genes) and response to fungus (2 genes) (Fig 2). Thus, significant part of up-regulated in LB-flies genes overrepresented GO terms relate to activation of the immune system process (19.4%, p-value < 0.01) and response to stimulus (45.2%, p-value < 0.01), that is a consequence of a violation of cellular homeostasis.

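In Table 2, Drs, IM1, IM2, IM3, IM23, CG15065, GNBP-like3, Tep1 and Tep2 are listed with immune functions and CG33470 with an unknown function, and these 10 genes rose by log2 fold changes between 1.46 and 2.75, and for each of them all 3 LB values lay above both NB values. DESeq2 called all 10, with adjusted p between 2.6e-04 and 0.0362, and edgeR's quasi-likelihood test called 0 of them, although each had an unadjusted p under 0.05. IM23, on chromosome 2R from 18382704 to 18383235, had 389 ± 104 CPM in LB-flies (SD, n = 3) and 62.0 ± 51.4 in NB-flies (SD, n = 2), a log2 fold change of 2.65 (SE 0.60). For IM2, on chromosome 2R from 18386602 to 18387030, the values were 1961 ± 407 CPM and 662 ± 388 CPM. The difference between the 2 NB libraries enters these fold changes, since with NB replicate 1 left out that of IM23 was 3.94 and with NB replicate 2 left out it was 1.98. A list of 24 peptides induced by the Toll pathway, written before the data were examined, had 22 tested transcripts, of which 18 were higher in LB-flies. Their mean log2 CPM was 5.55 and 4.21 in the NB libraries and 5.98, 6.27 and 5.84 in the LB libraries, and limma's camera test over 20 lists gave an adjusted p of 3.2e-12 with its preset correlation between genes of 0.01. With the correlation estimated from the data (0.587) the adjusted p was 0.437, and with limma's fry test 0.313. The estimated setting also raised the adjusted p of lists with a correlation below the preset, so that the loss is not due to correlation alone. With a replicate block by repeat number, by library name and with crossed numbers, camera's adjusted p for this list was 9.1e-17, 2.1e-16 and 1.4e-10, but a fit with a block leaves 1 residual degree of freedom and keeps the preset correlation, so that such values do not measure how well a list of genes that move together is separated. Adjusted over the list alone, 10 of its transcripts were under 0.05 in edgeR's quasi-likelihood test, 12 had an unadjusted p under 0.05, and over all transcripts 0 did. DESeq2 called 7 transcripts of the list, and all of these are in Table 2. The list is therefore not independent of the genes that the paper called on these same counts. A list of 20 genes induced by the Imd pathway had 18 of 22 transcripts higher in LB-flies (camera adjusted p = 2.9e-06, and 0.526 with the estimated correlation), but its mean log2 CPM overlapped between the groups, with 3.94 and 1.49 in NB-flies and 6.32, 4.35 and 3.51 in LB-flies. DESeq2 called 0 of its transcripts, and 6 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With the same 3 replicate blocks the camera adjusted p of the Imd list was 2.2e-95, 9.4e-87 and 3.5e-05, under the same limit, with an estimated correlation of 0.603 between its genes. The paper passed its up-regulated genes to DAVID, found terms of the immune response and of the response to stimulus enriched among them, and reasons from these terms that the immune system of LB-flies was activated after cellular homeostasis was disturbed. The enrichment itself was not recomputed here.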

**Fig 2:**
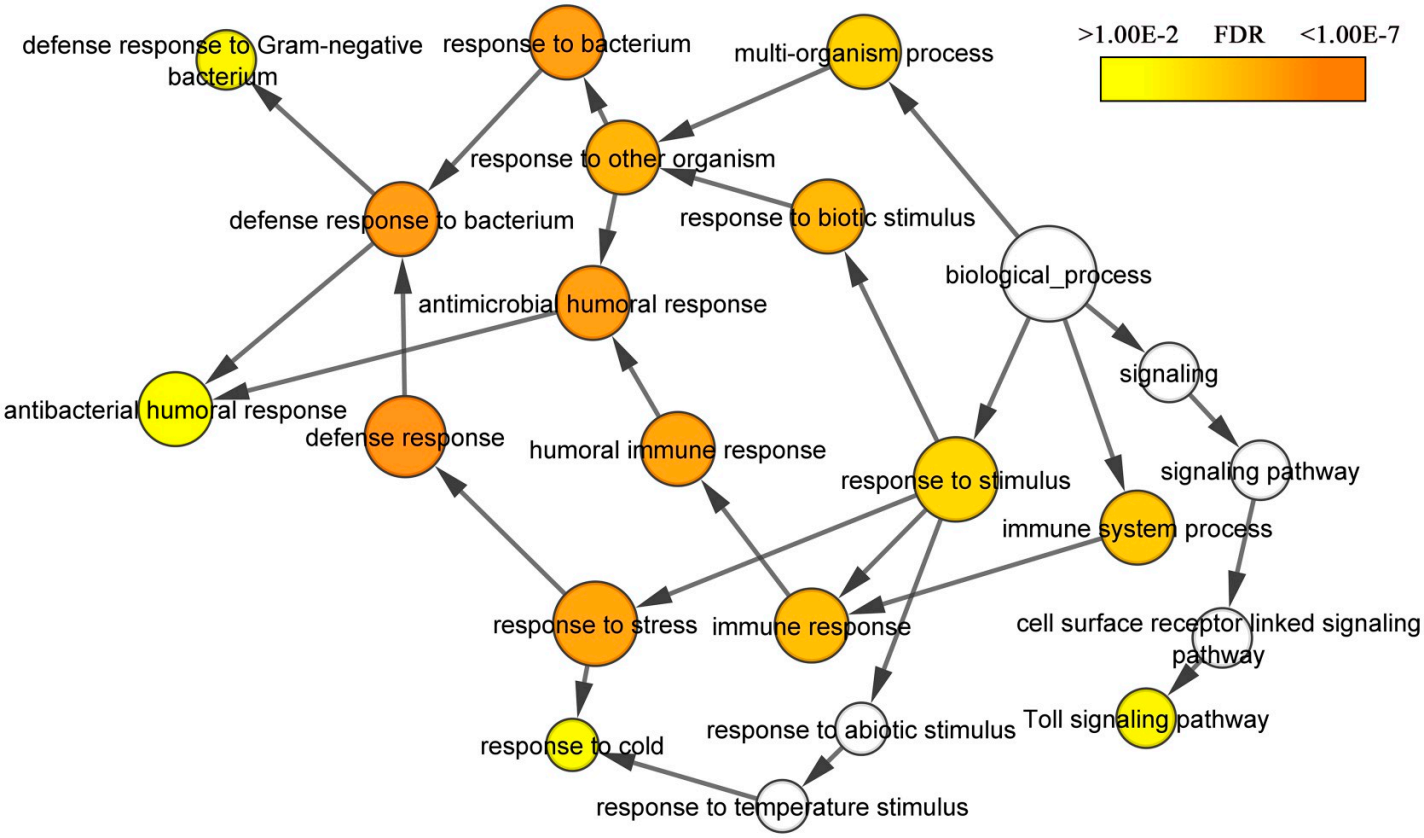
Gene ontology biological process term enrichment analysis for up-regulated LB-flies genes.

Five GO terms were overrepresented for down-regulated in the LB-flies genes with p-value < 0.05: sphingomyelin catabolic process (2 genes), ’de novo’ IMP biosynthetic process (2 genes), mannose metabolic process (2 genes), protein deglycosylation (2 genes) and proteolysis (5 genes). All these processes can be roughly combined into a group of cellular metabolism (56.8% of the down-regulated in the LB-flies genes, p-value < 0.05) (Fig 3).

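The genes of Table 2 named here were lower in each LB library than in both NB libraries. LManVI, an alpha-mannosidase gene on chromosome 2L from 8777661 to 8781252 that lies beside its paralog LManIV, had 388 ± 255.4 CPM in LB-flies (SD, n = 3) and 1832 ± 267 in NB-flies (SD, n = 2), a log2 fold change of -2.24 (SE 0.53, DESeq2 adjusted p = 0.00918). The neighbouring paralogs CG15533 and CG15534, from 30428820 to 30435139 on chromosome 3R, had log2 fold changes of -2.33 (SE 0.39) and -1.12 (SE 0.16). Reads that fit both paralogs equally would be among the reads aligned to more than 1 place, which were not counted. In the synthesis of IMP, AdSL (chromosome 3R from 17018780 to 17021120, overlapping Pxd) fell from 443 ± 24.1 to 253 ± 41.2 CPM and Paics (chromosome X from 12757036 to 12760617) from 71.8 ± 8.95 to 37.3 ± 4.17 CPM, with DESeq2 adjusted p of 0.0303 and 0.00131. The 5 down-regulated proteolysis genes of Table 2 (CG18179, CG7542, Ser8, Nep6 and Nepl9) had log2 fold changes between -1.97 and -0.73, and DESeq2 called 4 of them. edgeR's quasi-likelihood test called 0 of the genes named in this paragraph, although each had an unadjusted p under 0.05. A list of 25 genes of purine and one-carbon metabolism had 40 tested transcripts, of which 30 were lower in LB-flies, with a mean log2 fold change of -0.43. The mean log2 CPM of the list was 3.62 and 3.67 in NB-flies and 3.33, 3.21 and 3.34 in LB-flies. Camera's adjusted p for the list was 4.0e-09, and with each LB library left out in turn it was between 2.1e-09 and 1.2e-06. With the correlation between genes estimated from the data (0.0332) it was 0.331, and with fry it was 0.119. The estimated setting also raised the adjusted p of lists with a correlation below the preset. The rise to 0.331 is therefore not a measure of how far these genes move together. With a replicate block by repeat number, by library name and with crossed numbers it was 2.5e-08, 1.2e-05 and 5.5e-06. Adjusted over this list alone, 9 of the transcripts were under 0.05 in edgeR's quasi-likelihood test, against 0 over all transcripts and 14 without adjustment, and DESeq2 called 7, among them ry (log2 fold change -0.88, DESeq2 adjusted p = 4.0e-05) and Sardh (log2 fold change -1.05, DESeq2 adjusted p = 0.00815). All 7 are in Table 2, which was called on these same counts, so that the tests of this list are not independent of it.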

**Fig 3:**
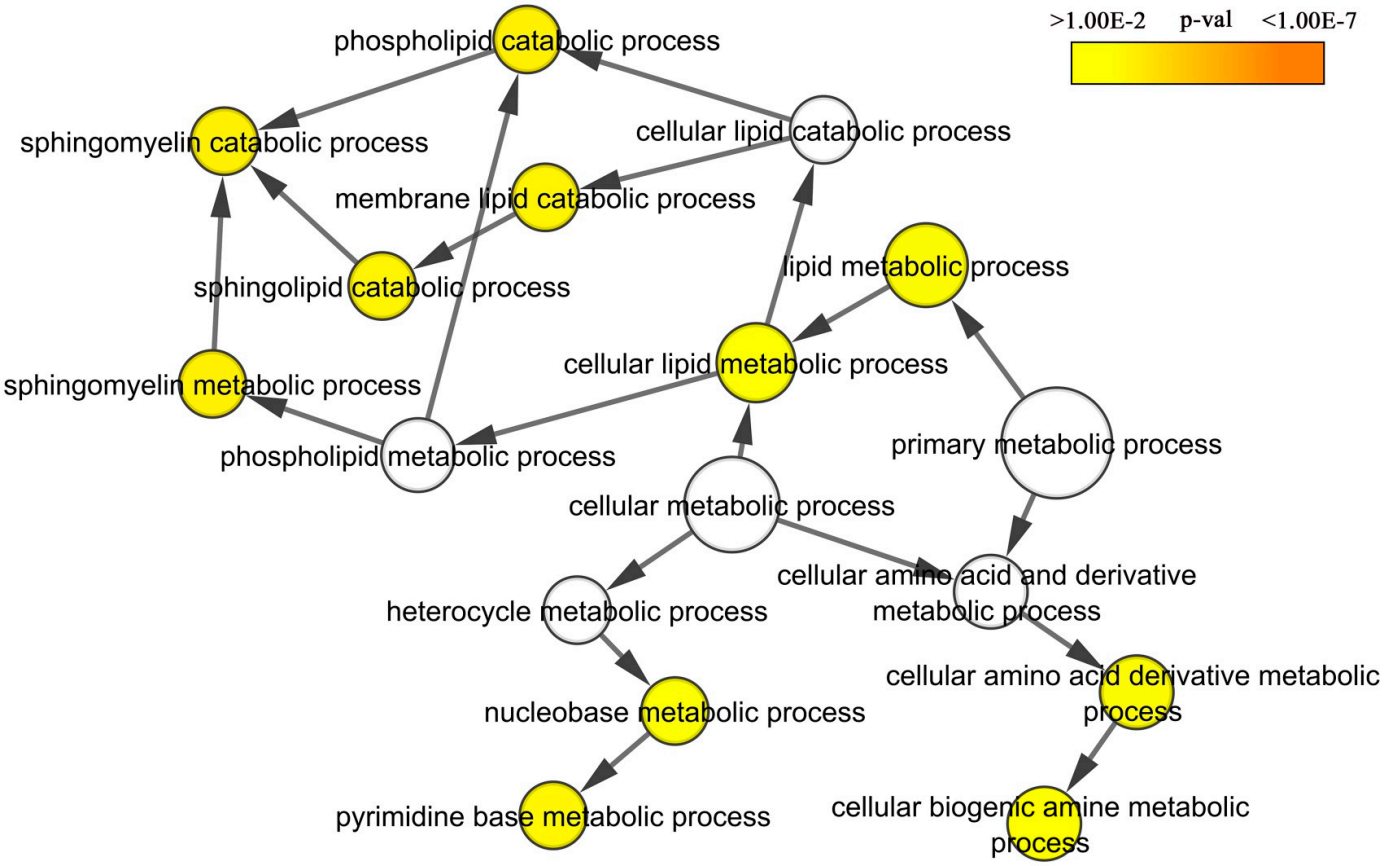
Gene ontology biological process term enrichment analysis for down-regulated LB-flies genes.

The significant part of differentially expressed LB-flies genes can be divided into three large categories: cellular metabolism (down-regulated), immune system process and response to biotic stimulus (both up-regulated), which is very similar to the response to some kind of stress factors affecting the LB-flies. In addition, it should be noted that the list of genes that have changed their expression in the LB-flies does not include genes involved in DNA repair, DNA replication, response to oxidative stress, signaling pathways in response to DNA damage, chromatin assembly or disassembly, nucleosome assembly which previously were associated with DNA damage response [41, 42].

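Lists of genes for these processes were written before the data were examined and tested together with the others. edgeR's quasi-likelihood test and DESeq2 each called 0 transcripts of the 4 lists, and adjustment over each list alone also left 0, while 0 transcripts of DNA repair, 4 of DNA replication, 2 of the oxidative stress response and 0 of chromatin assembly had an unadjusted p under 0.05. As whole lists, limma's camera test gave DNA repair and DNA damage response (48 transcripts, 38 lower in LB-flies) a mean log2 fold change of -0.18 and an adjusted p of 0.0202. DNA replication (33 transcripts, 29 lower) had a mean log2 fold change of -0.46 (camera adjusted p = 3.8e-04). The response to oxidative stress (75 transcripts, 36 higher and 39 lower) had a mean of 0.10 (camera adjusted p = 0.649), and chromatin and nucleosome assembly (29 transcripts, 19 lower) had -0.17 (camera adjusted p = 0.200). With the correlation between genes estimated from the data, camera's adjusted p was 0.588 for each of the DNA repair and DNA replication lists. That setting also raised the adjusted p of lists with a correlation below the preset. With the replicate block by repeat number, by library name and with crossed numbers, camera's adjusted p was 0.139, 0.0341 and 0.0261 for DNA repair, 0.0421, 1.1e-04 and 4.1e-06 for DNA replication, 0.0292, 0.302 and 0.156 for oxidative stress, lower in LB-flies with the block by repeat number and higher with the others, and 0.475, 0.273 and 0.243 for chromatin assembly. The replication genes were highest in NB replicate 2, with a mean log2 CPM of 3.32 against 2.58 in NB replicate 1 and 2.67, 2.78 and 2.46 in the LB libraries. For RnrL, on chromosome 2L from 10325026 to 10327943, the counts were 1270 in NB replicate 2, 297 in NB replicate 1 and 331, 260 and 241 in the LB libraries, and its log2 fold change went from -1.40 (SE 0.52) to -0.06 without NB replicate 2. PolD1 and RPA1 had all 3 LB values below both NB values, with log2 fold changes of -0.42 (SE 0.16) and -0.29 (SE 0.11), and of -0.24 for each without that library. For Caf1-180, in the chromatin list, the log2 fold change went from -1.11 (SE 0.58) to 0.36 without that library. The paper reports that its differentially expressed genes include none of these processes. From its comparison with genes changed in irradiated flies, it proposes that the stress in LB-flies was quite possibly not specific to radiation.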

A number of genes not included in the DAVID analysis results also need to be considered. Genes *Vmat*, *nAChRbeta1*, *tutl*, *hll*, *Shmtm*, taking part in neural signal transmission (*Vmat*, *Shmt* and *hll* additionally involved in regulation of circadian rhythm), were down-regulated in the LB-flies; *MtnD* gene, strongly inducible by copper, cadmium and other metal ions coding a metallothionein (which is important for metal ion homeostasis and detoxification), was up-regulated in the LB-flies; two genes *CG13075* and *CG14957* predicted to be involved in chitin metabolism were up-regulated in the LB-flies [43–50].

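Vmat, on chromosome 2R from 13513132 to 13534251, had 9.25 ± 1.39 CPM in LB-flies (SD, n = 3) and 17.1 ± 1.51 in NB-flies (SD, n = 2), a log2 fold change of -0.88 (SE 0.19, DESeq2 adjusted p = 0.0270), and it overlaps CG13330, CG13331 and CG13332. For nAChRbeta1, on chromosome 3L from 4429349 to 4435993, the values were 8.14 ± 0.558 and 13.9 ± 0.411 CPM, a log2 fold change of -0.77 (DESeq2 adjusted p = 0.0180). The transcript of tutl in Table 2, 1 of 10 listed for the gene on chromosome 2L from 4283148 to 4323781 and 1 of 5 tested, had 7.30 ± 0.719 and 14.0 ± 1.93 CPM (log2 fold change -0.94, DESeq2 adjusted p = 0.00859). Each of these falls was larger than the SD within either group, and the log2 fold changes stayed between -0.98 and -0.78 for Vmat, -0.81 and -0.73 for nAChRbeta1 and -1.06 and -0.80 for tutl when each of the 5 libraries was left out in turn. With all transcripts of a gene summed, the log2 fold change was -0.39 for nAChRbeta1 and -0.64 for tutl, outside these ranges. Such sums still leave out the reads shared between isoforms. MtnD, on chromosome 3R from 20534962 to 20535301, rose to 17.2 ± 9.00 CPM from 4.06 ± 0.585 CPM (log2 fold change 2.08, SE 0.53, DESeq2 adjusted p = 0.0140), with 188, 541 and 471 counts in the LB libraries against 111 and 95 in the NB libraries. CG13075 (chromosome 3L from 16083993 to 16085264, overlapping Tasp1) and CG14957 (chromosome 3L from 3187563 to 3188106, overlapping CG42525) rose by log2 fold changes of 1.98 (SE 0.37) and 2.07 (SE 0.46), with DESeq2 adjusted p of 2.7e-04 and 0.00189. edgeR's quasi-likelihood test called 0 of these genes, although each had an unadjusted p under 0.05. The list of 33 other genes of chitin and cuticle had 19 of 33 transcripts higher in LB-flies (limma's camera test, adjusted p = 0.500, with 0.134, in the opposite direction, with the replicate block by repeat number, and from 0.0237 to 0.232 with each LB library left out in turn, the lowest without LB replicate 1).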

In addition, it should be noted that 16 out of 77 differentially expressed genes had unknown functions, and this fact does not allow making an assumption about their participation in the development of the response to the proposed experimental conditions.

To validate the RNA-seq results we used Real-Time PCR for five differentially expressed genes involved in different important pathways: the defense response, regulation of circadian rhythm and metabolic process (*LManIV*, *hll*, *Shmt*, *Drs*, *IM1*). 

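The RNA-seq values of these genes were as follows, and the RT-qPCR values were not analysed here. LManIV, on chromosome 2L from 8769159 to 8772344, had 5.17 ± 3.85 CPM in LB-flies (SD, n = 3) and 44.1 ± 25.4 in NB-flies (SD, n = 2), a log2 fold change of -3.09 (SE 0.69, DESeq2 adjusted p = 0.00165), which is a signed fold change of -8.54. hll, on chromosome 2L from 14027001 to 14029368 and overlapping CG18095, had 25.1 ± 6.41 and 70.6 ± 5.18 CPM, a log2 fold change of -1.49 (SE 0.23, DESeq2 adjusted p = 2.6e-04) and a signed fold change of -2.82. Shmt, on chromosome X from 5913067 to 5916797 and overlapping CG12236, has 2 transcripts in Table 2, with log2 fold changes of -1.06 (SE 0.23) and -0.81 (SE 0.13), and the first of them gives a signed fold change of -2.09. Drs, on chromosome 3L from 3369556 to 3369942, had 1463 ± 656 CPM in LB-flies and 309.3 ± 73.1 in NB-flies, a log2 fold change of 2.24 (SE 0.45) and a fold change of 4.73. IM1, on chromosome 2R from 18383949 to 18384378, had 639 ± 159 and 147 ± 104.98 CPM, a log2 fold change of 2.12 (SE 0.50) and a fold change of 4.35. The ranges of the log2 fold changes with each of the 5 libraries left out in turn were -3.85 to -2.32 for LManIV, 1.94 to 2.56 for Drs and 1.53 to 3.15 for IM1. The transcript of the RT-qPCR reference gene RpL32 with the most counts had 72 and 72 counts in NB-flies and 85, 59 and 46 in LB-flies, the gene has 4 transcripts in the counts and reads shared between them enter no count, and its log2 fold change was -0.11 (SE 0.27, edgeR adjusted p = 0.927).

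**Figure D1:**
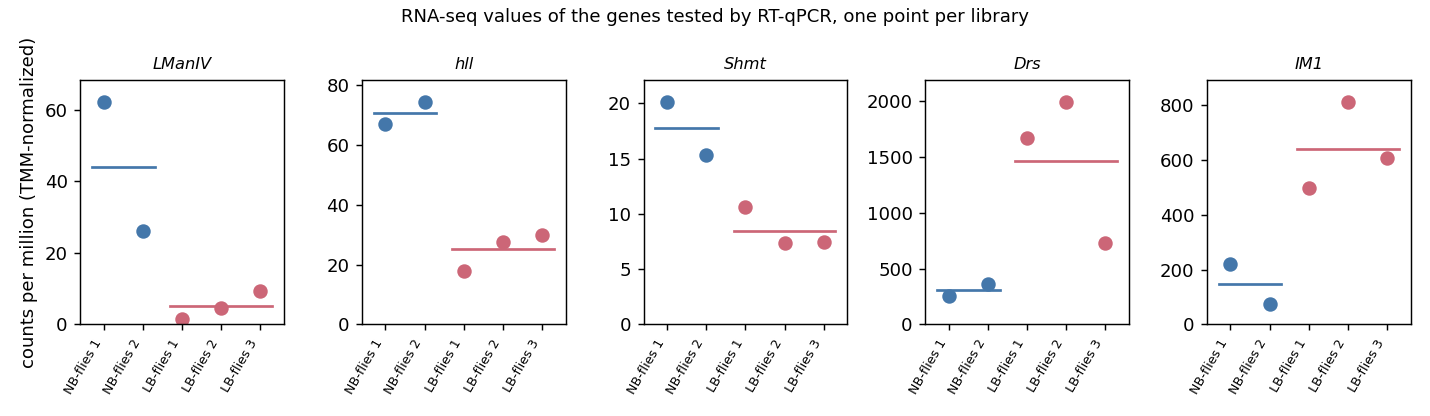
Expression in CPM of LManIV, hll, the Shmt transcript with the log2 fold change of -1.06, Drs and IM1 in each library. Points are single libraries of 25 males, horizontal lines are the means of 2 NB and 3 LB libraries, and each vertical axis starts at 0; for LManIV, hll and Shmt every LB point lies below both NB points, and for Drs and IM1 every LB point lies above both.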

The results obtained by quantitative RT-PCR agree with the results obtained by RNA-seq, which suggests the reproducibility of the difference in gene expression between the LB- and NB-flies (Fig 4).

**Fig 4:**
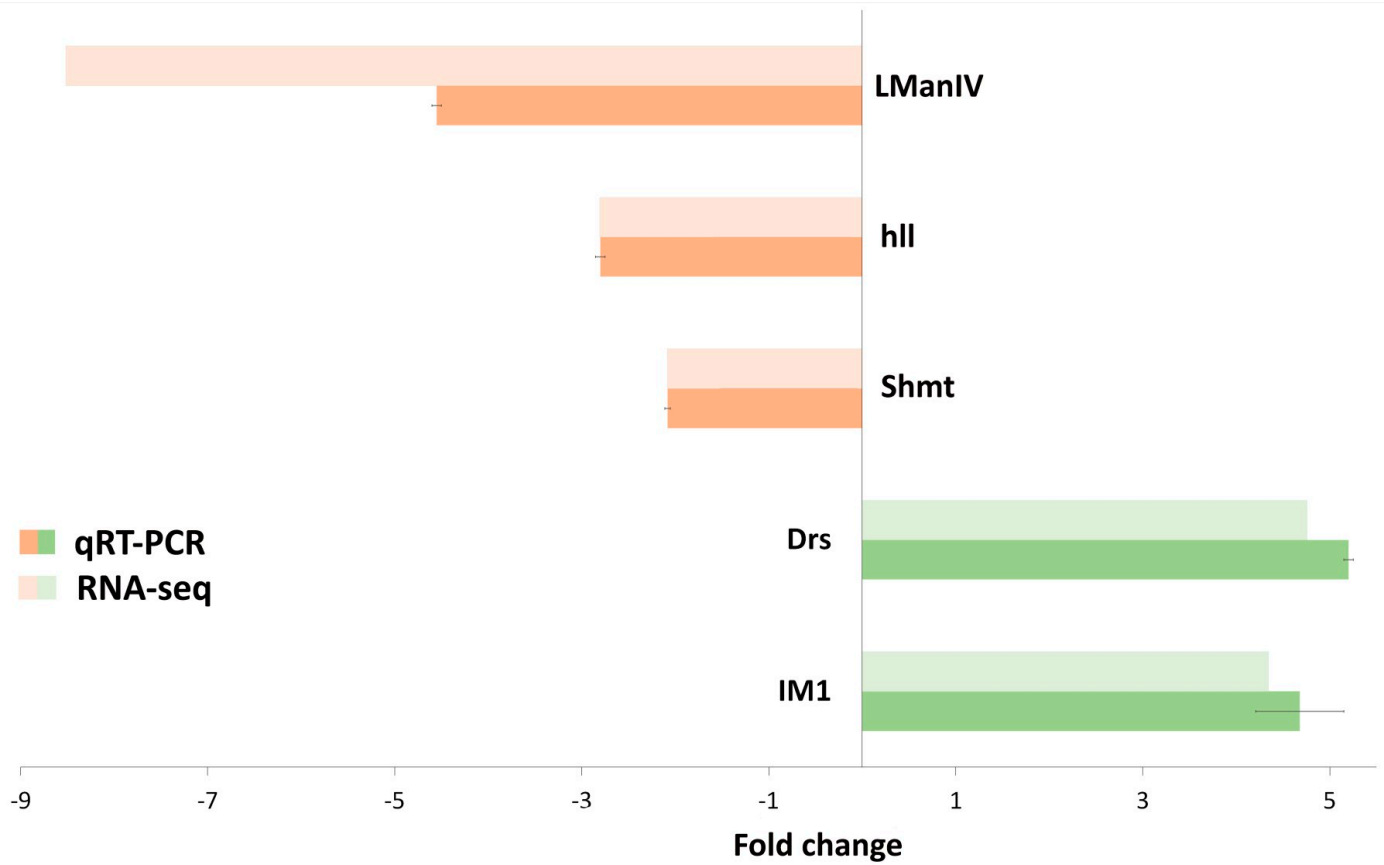
Validation of the RNA-seq results by the RT-qPCR analysis. The bar graphs represent the fold change in gene expression in the LB-flies vs. NB-flies. For all values p < 0.05.

## Discussion

In this work, the contribution of low-radiation background to life processes of a model genetic object *D*. *melanogaster* has been evaluated. *D*. *melanogaster* had been already efficiently used for biological studies as an animal model for non-human natural background dosimetry [20, 51]. Additionally, it was shown that the fruit fly is a suitable organism for studies in deep underground low-background laboratories for which the effect of low-radiation background was observed after two weeks of exposition [6]. The input of low background was estimated for the first time for this multicellular complex organism by comparing the results of RNA-seq for flies developed in natural radiation background and in low background conditions. It is important to note that at the moment there is no consensus about the effect of low-radiation background on living organisms—in some experiments the absence of its influence was recorded [13, 16], in others the effect of background radiation reduction was observed [6, 12, 14, 24]. But biological parameters evaluated in different experiments for various model organisms were so diverse and multidirectional that they do not allow making any general conclusion [11, 20, 52]. However, transcriptome analysis of both control and experimental organisms makes it possible to obtain information about changes in all biological processes at once. The use of the complexly organized model organism *D*. *melanogaster* with well studied genetics of many traits [53, 54] simplifies benchmarking.

Natural background radiation consists of terrestrial and cosmic components. That is why the study of low-background radiation effects on biological objects requires controlling many components, such as gamma rays, neutron fluxes, radon concentration, contribution of natural isotopes from the nutrient medium etc. Deep underground low-background laboratories with additional shielding from radiation and equipped with ventilation systems provide the most efficient decrease in natural background radiation [19, 23]. Our low-background radiation experiments were carried out in the DULB-4900 laboratory which is one of the most appropriate locations considering natural radiation protection [19, 32]. In addition, there is a surface laboratory for natural background experiments in the same location near the entrance into the underground laboratory, which guarantees the constancy of a number of environmental parameters for the LB- and NB-flies (for instance, atmospheric pressure). Thus, taking into consideration low contamination of used nutrient medium with naturally occurring radioisotopes and good shielding properties of DULB-4900, we achieved an ~10-fold reduction in natural background radiation, which is similar to the total radiation background reduction by 4–15 times reached in other low-background biological experiments [11, 13, 22].

The analysis of RNA-seq data indicated that expression levels for the most genes between the LB-flies and NB-flies were very similar. 

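Between the group means of log2(CPM + 0.5), 94.7% of the 17337 tested transcripts differed by less than 1.5-fold. Between single libraries this share was lower, and its ranges for pairs within a group and for pairs of an LB and an NB library overlapped. For the 6 pairs of an LB and an NB library it was between 80.01% and 88.7%, and for the 4 pairs of the same group between 78.1% and 89.9%. The lowest share was that of LB replicates 1 and 3, and the highest that of the 2 NB libraries.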

We revealed that only 0.44% of the total transcripts (77 out of 17 674) at FDR<0.05 and a fold change value more than 1.5 were significantly altered in the LB-flies developed in the low-background laboratory. This reflected a relatively small adaptive response of organisms to the conditions of DULB-4900. For comparison, the number of differentially expressed genes after fungal treatment at a dose of 10 CFU was 268, and after irradiation at a dose of 20 cGy, it was 380 [55, 56].

Since *D*. *melanogaster* was often used as an important model object for radiobiological studies, we had the opportunity to compare our results with transcriptome data obtained in other experiments concerning the effects of different doses of radiation on *D*. *melanogaster*, namely of a high dose (144 Gy with the dose rate of 0.72 Gy min^-1^) and of a low dose (20 cGy with the dose rate of 36 mGy h^-1^) [55, 56] (Fig 5a). All the compared data, as well as ones in our work, were obtained in experiments on the wild type *D*. *melanogaster* males. 

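In LB-flies CG12766, on chromosome 3L from 3938624 to 3940125, had 75.1 ± 12.2 CPM (SD, n = 3) against 146 ± 20.3 in NB-flies (SD, n = 2). This is a log2 fold change of -0.96 (SE 0.18), with an adjusted p of 0.0180 in DESeq2 and no call in edgeR's quasi-likelihood test. The counts were 3978 and 3427 in the NB libraries and 1604, 1857 and 1891 in the LB libraries, and the log2 fold change stayed between -1.10 and -0.79 with each library left out in turn. The irradiation data sets that the paper compares with were not analysed here.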

The only gene that demonstrated alteration in the expression level in all three experiments is *CG12766* whose predicted function is NAD(P)(H) dependent aldo-keto reductase (oxidation-reduction process). Differentially expressed genes, common for the LB-flies and the flies after 20cGy irradiation, were related to cellular metabolism processes (*Hex-C* (decrease in both experiments), *CG18609* (up-regulated in the LB-flies and down-regulated in the 20 cGy flies)), immune response (*Drs*–up-regulated in the LB-flies and down-regulated in the 20 cGy flies) and predicted endonuclease activity (*CG14120*—decrease in both experiments). 

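For the LB-flies, Hex-C (chromosome 2R from 15218837 to 15220329, overlapping CG8079) had 346 ± 18.0 CPM (SD, n = 3) against 594 ± 106 in NB-flies (SD, n = 2), a log2 fold change of -0.78 (SE 0.15, DESeq2 adjusted p = 0.0161). CG18609 (chromosome 2R from 18742517 to 18743626, overlapping Hs3st-A) rose from 88.1 ± 26.0 to 203 ± 41.4 CPM, a log2 fold change of 1.20 (SE 0.25, DESeq2 adjusted p = 0.0145). CG14120 (chromosome 3L from 12885039 to 12889244) fell from 79.4 ± 28.3 to 24.1 ± 12.2 CPM, a log2 fold change of -1.72 (SE 0.42, DESeq2 adjusted p = 0.0240), and its counts of 2467 and 1547 in NB-flies and of 1000, 351 and 432 in LB-flies show the widest spread of the 3 genes relative to the mean. None of them passed the FDR limit in edgeR's quasi-likelihood test, and all 3 had an unadjusted p under 0.05.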

Differentially expressed genes were associated for the LB-flies and the flies after 144Gy irradiation with cellular metabolism processes (*CG14219*, *CG8834*, *CG18179*, *alpha-Est1*), defense response (*CG43055*, *CG15065*), transmembrane transport (*CG10960*) and cold acclimation (*Fst*). It is important that changes in the activity of metabolic processes, usually indicating the general stress response, were observed when *D*. *melanogaster* were exposed to different types of stress with different intensities [56]. Thus, the comparison of genes that changed their expression in response to a low dose, a high dose and low-radiation background demonstrated that some kind of stress response was observed in low-background conditions. However, this stress quite possible was not specific to radiation scenarios the main distinguishing features of which are response to damage of macromolecular structures (main characteristic of exposure to high doses of radiation) or processes associated with an increase of ROS amount (main effect after low dose radiation treatment) [57–59].

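CG14219, on chromosome X from 19587348 to 19590170, rose from 5.30 ± 0.711 (SD, n = 2) to 44.9 ± 14.9 CPM (SD, n = 3), a log2 fold change of 3.08 (SE 0.32), and it lies beside CG14205, the gene with the smallest DESeq2 adjusted p. CG8834, on chromosome 2R from 12420475 to 12422535, fell from 538 ± 41.8 to 217 ± 15.9 CPM, a log2 fold change of -1.31 (SE 0.13, DESeq2 adjusted p = 3.0e-12). The edgeR adjusted p of CG14219 and CG8834 was 0.194 for each, among the smallest in that test. CG18179, on chromosome 3L from 9639271 to 9640140 and inside the longer gene fry, fell from 211 ± 43.9 to 53.7 ± 15.4 CPM (DESeq2 adjusted p = 3.7e-06). alpha-Est1, on chromosome 3R from 7545733 to 7549124, fell with little spread between libraries, from 242 ± 7.51 to 155 ± 1.54 CPM (log2 fold change -0.65, SE 0.11). CG43055 (overlapping CG15431) and CG10960 fell by 1.15 and 0.97 on the log2 scale, with DESeq2 adjusted p of 0.0122 and 0.00815. CG15065 rose by a log2 fold change of 1.64 (SE 0.37). Fst, on chromosome 3R from 9644978 to 9646154 and overlapping Dh44, had 5052 and 7576 counts in NB-flies and 27298, 9573 and 45869 in LB-flies, so that its mean rose from 247 ± 61.6 to 1137 ± 754 CPM and its log2 fold change lay between 1.57 and 2.58 with each library left out in turn.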

**Fig 5:**
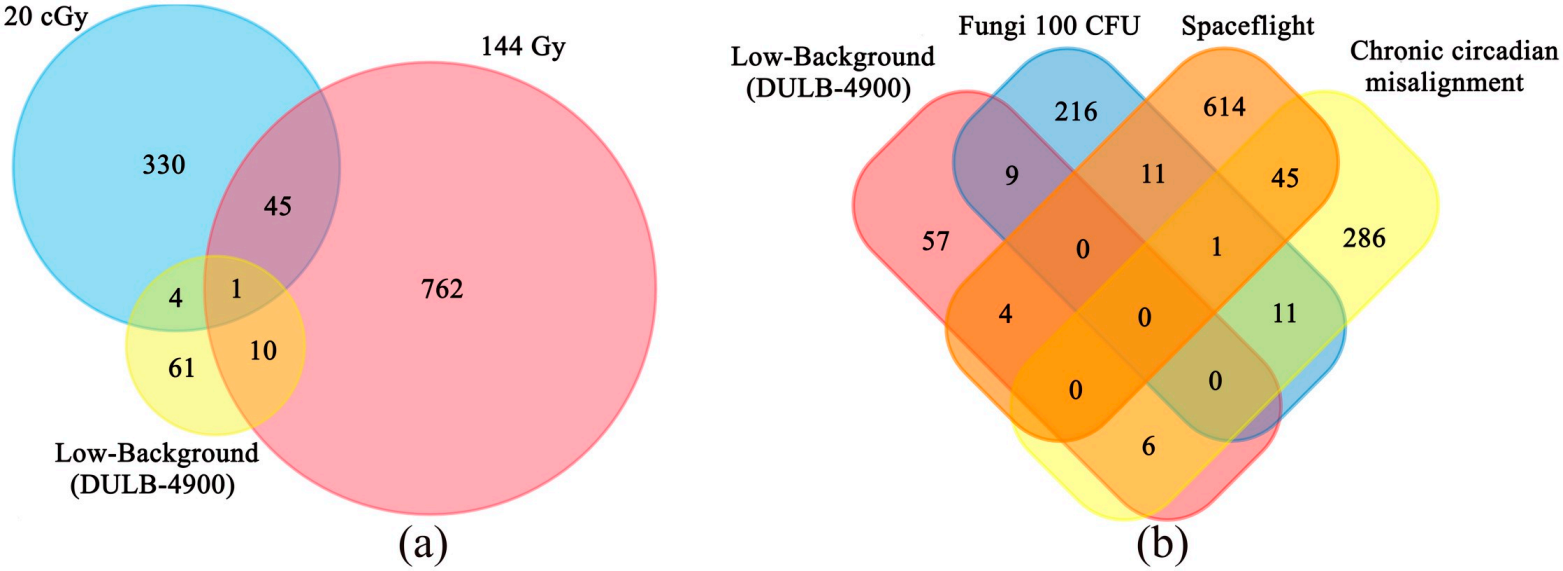
Diagram representing the quantity of shared genes for *D*. *melanogaster* developed in the low-background conditions of DULB-4900 and after different treatments: Irradiation with low (20 cGy), high (144 Gy) doses of ionizing radiation (a) and fungal treatment, spaceflight, chronic circadian misalignment (b).

The linear no-threshold (LNT) model postulates a positive linear correlation between an absorbed dose of radiation and cell damage. Based on this theory, most hypothesis concerning influence of low-radiation background on organism predicted that decrease of radiation background would cause reduction of radiation-induced reactive oxygen species (ROS) which in turn would cause changes in the work of a number of cell systems (for example, signaling pathways, DNA maintaining systems etc.) [3, 24, 27]. If we assume that some biological processes occur depending on the radiation level, then these processes under conditions of low-radiation background and irradiation should show opposite values. Therefore, we compared the up-regulated biological processes in the *D*. *melanogaster* wild type males after irradiation (144 Gy and 20 cGy) [55, 56] with down-regulated processes in the LB-flies and saw nothing in common in the enriched biological processes between the LB-flies and the 20 cGy irradiated flies and one common process between the LB-flies and the 144 Gy irradiated flies—the oxidation-reduction process (GO:0055114). However, differentially expressed genes in the LB-flies which took part in the “oxidation-reduction process” presented both in up- and down-regulated categories, therefore, it cannot be suggested that this biological process is reduced under conditions of low-radiation background. Thus, we did not observe changes in expression of genes that are used as biomarkers of radiation induced stress in the LB-flies neither during the analysis of individual genes nor considering biological processes. It should be noted that our data agree with the simulation data showing that the dose rate equal to 417 μGy h^-1^ and lower did not significantly impact ROS concentration and cellular redox potential in cells [60]. Thus, the data obtained in our experiment seem not to agree with the linear no-threshold (LNT) risk model assuming extrapolation of the effects of high-radiation doses to the area of very low-radiation doses with no safety threshold and DNA damage linearly proportional to the dose [8, 61]. 

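Among the genes of the DNA damage response list, the smallest p-values in edgeR's quasi-likelihood test were those of Irbp, hid and mus81, and 0 of the 48 transcripts had an unadjusted p under 0.05. Irbp, the Ku70 gene on chromosome 3R from 11410047 to 11412440, had 2.85 ± 0.248 CPM in LB-flies (SD, n = 3) and 3.99 ± 0.168 in NB-flies (SD, n = 2), a log2 fold change of -0.48 (SE 0.20, edgeR adjusted p = 0.625). The pro-apoptotic gene hid, on chromosome 3L from 18167745 to 18185641, had 18.5 ± 4.69 and 27.7 ± 4.83 CPM, a log2 fold change of -0.58 (SE 0.25). The nuclease gene mus81 had 380 counts in NB replicate 2 and between 125 and 131 in the other 4 libraries, and its log2 fold change of -0.92 (SE 0.41) became -0.01 without NB replicate 2. In the list for the response to oxidative stress the smallest p-values were those of Prx6b, Trxr2 and Sod3, with log2 fold changes of 0.35 (SE 0.13), 0.41 (SE 0.16) and -1.12 (SE 0.48), the last on at most 19 counts in a library. With DESeq2, the adjusted p of Irbp, hid, mus81, Prx6b and Trxr2 was between 0.596 and 0.646.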

Wadsworth et al. came to similar conclusions after researching the impact of the Boulby Underground Laboratory conditions on bacterial models [16]. Based on these data, it can be assumed that below a certain level of background radiation the stress caused by radiation in *D*. *melanogaster* becomes negligible, in our case, this level is 16.4 nGy h^-1^.

This leads to the assumption that the response of *D*. *melanogaster* to the conditions of DULB-4900 may reflect adaptation not to low-radiation background only, but to some other deep underground environmental parameters, and the effect of low background on radiation dependent processes was probably either absent at all or so insignificant that it was below the level of detection by transcriptome analysis. To explain what could have caused the observed changes in gene expression in the LB-flies, we compared our data with the data of transcriptome analysis of *D*. *melanogaster*, exposed to different stress conditions, deposited in the GEO Database and other publicly available datasets (Fig 5b). The largest number of genes differentially expressed in the LB-flies was common with differentially expressed genes after fungal treatment: *Drs*, *Fst*, *IM1*, *IM2*, *IM3*, *IM23*, *Spn88Eb*, *CG15065*, *CG18179* [56]. 

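GNBP-like3, on chromosome 2R from 20526311 to 20526825, had 768 ± 314 CPM in LB-flies (SD, n = 3) and 114 ± 102 in NB-flies (SD, n = 2), a log2 fold change of 2.75 (SE 0.70, DESeq2 adjusted p = 0.00215). The 2 NB libraries had 4632 and 1101 counts, and the log2 fold change was 2.03 without NB replicate 2 and 4.20 without NB replicate 1. Tep2, on chromosome 2L from 7693727 to 7701601 and overlapping CG43235, has 5 transcripts in the counts, all tested, and the 1 in Table 2 rose from 9.04 ± 5.73 to 29.0 ± 7.39 CPM (log2 fold change 1.68, SE 0.44). Spn88Eb, on chromosome 3R from 15206703 to 15208762, had the smallest p-values of the immune genes, with 429 ± 84.3 and 112 ± 26.9 CPM, a log2 fold change of 1.93 (SE 0.25), an adjusted p of 1.5e-08 in DESeq2 and of 0.443 in edgeR's quasi-likelihood test. The flies after fungal treatment were not analysed here.

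**Figure D2:**
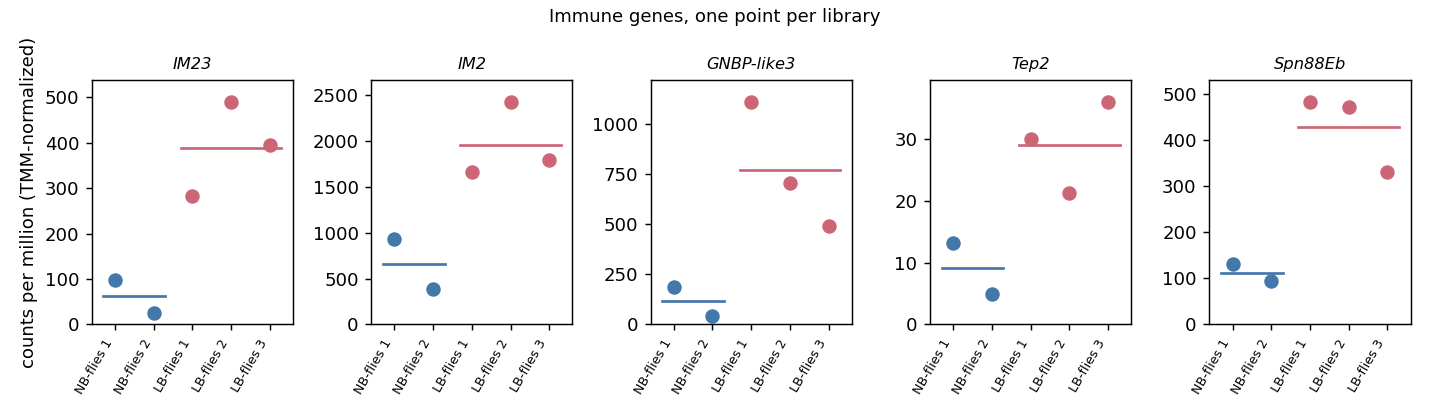
Expression in CPM of the immune genes IM23, IM2, GNBP-like3, Tep2 and Spn88Eb in each library. Points are single libraries of 25 males, horizontal lines are the means of 2 NB and 3 LB libraries, and each vertical axis starts at 0; every LB point lies above both NB points, and NB replicate 2 is the lowest library for each gene.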

All listed genes (except *CG18179*) and additionally two genes involved in immune response *GNBP-like3* and *Tep2* were up-regulated in the LB-flies. It is likely that the activation of these genes in the LB-flies may be the result of exposure to the microbiome of the underground laboratory which is of course different from the microbiome of the surface laboratory conditions and appears to be unusual or more aggressive to *D*. *melanogaster*.

Six genes with altered expression coincided for the LB-flies and *D*. *melanogaster* with chronic circadian misalignment: *MtnD*, *Ser8*, *CG13905*, *CG18609*, *CG10960*, *CG34136* [44]. 

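In LB-flies Ser8 (chromosome 2R from 13434207 to 13435045, overlapping ATP8A) fell from 23.5 ± 6.45 (SD, n = 2) to 8.84 ± 0.650 CPM (SD, n = 3), a log2 fold change of -1.41 (SE 0.21, DESeq2 adjusted p = 1.6e-04). CG13905, listed as Mat in Table 2 and lying on chromosome 3L from 902898 to 903810, rose from 193 ± 54.6 to 536 ± 114 CPM, a log2 fold change of 1.47 (SE 0.26, DESeq2 adjusted p = 2.7e-04). CG34136 (chromosome 2L from 21096922 to 21098932, overlapping another gene) fell from 347 ± 222 to 83.5 ± 1.79 CPM. Its NB libraries had 4726 and 13132 counts, so that its log2 fold change of -2.06 (SE 0.37) was -1.19 without NB replicate 2 and -2.58 without NB replicate 1. edgeR's quasi-likelihood test called 0 of these genes, although each had an unadjusted p under 0.05.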

Additionally, between genes, differentially expressed in the LB-flies, there were several genes with the proven participation in regulation of sleep and circadian rhythms–*hll*, *Shmt* and *Vmat* [45–47] (all down-regulated in the LB-flies). Apparently, it indicates a disturbance in sleep and circadian rhythms in the LB-flies. It seems that the likely cause of these disturbances may be a lack of natural external stimuli underground, in particular sounds, odors and vibrations, essential components of normal living conditions for terrestrial organisms. 

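The core clock genes, a list of 14, had 26 tested transcripts, of which 10 were higher and 16 lower in LB-flies. The list did not move as a whole, with a mean log2 CPM of 2.06 and 2.16 in NB-flies and 2.07, 2.01 and 2.01 in LB-flies (limma's camera test, adjusted p = 0.377), and with the replicate block by repeat number, by library name and with crossed numbers the adjusted p was 0.524, 0.383 and 0.382. A list mean and a test of direction would miss members that move in opposite directions. The time of day of collection is not stated either, so that these values do not test a disturbed rhythm. The smallest p-values in edgeR's quasi-likelihood test were those of cry, sgg and Pdfr, 0 transcripts passed the FDR limit over all transcripts or over the list alone, and 2 had an unadjusted p under 0.05. cry, on chromosome 3R from 19212154 to 19215442 and overlapping vib, had 269 ± 33.8 CPM in LB-flies (SD, n = 3) and 369 ± 61.3 in NB-flies (SD, n = 2), a log2 fold change of -0.46 (SE 0.17, DESeq2 adjusted p = 0.595). For sgg the log2 fold change of 1 of 7 tested transcripts was -0.39 (SE 0.15), and the Pdfr transcript had at most 11 counts in a library.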

For instance, vibration stimuli contribute to the establishment of the *D*. *melanogaster* circadian clock through chordotonal organs stimulation [62]. This hypothesis is also supported by decrease in expression of the *tutl* gene in the LB-flies. The activity of this gene is associated with signals from chordotonal organs [50].

It is interesting that staying on the space station (SpaceX-5 mission, absorbed dose rate 8300 nGy h^-1^, GLDS-278 [63]) caused similar reactions in flies only to a greater extent– 45 genes with altered expression were common for chronic circadian misalignment and the effects of space station conditions [44, 64]. 

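Tsp42Ec, on chromosome 2R from 7006442 to 7008622, rose from 54.0 ± 2.00 CPM in NB-flies (SD, n = 2) to 83.2 ± 8.17 in LB-flies (SD, n = 3), a log2 fold change of 0.62 (SE 0.13, DESeq2 adjusted p = 0.0391). The transcript of mino in Table 2, 1 of 3 tested for the gene on chromosome 3R from 27925191 to 27933077, which overlaps nenya and NSD, fell from 71.9 ± 1.56 to 38.5 ± 4.17 CPM (log2 fold change -0.90, SE 0.13, DESeq2 adjusted p = 0.00106). CG7542, on chromosome 3L from 17549826 to 17550980, fell from 51.6 ± 2.47 to 22.0 ± 5.10 CPM (log2 fold change -1.23, SE 0.21). For mino the edgeR adjusted p was 0.534, and for each of the 3 genes the change was larger than the SD within either group. The flies of the space station were not analysed here.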

Additionally, the LB-flies and the space station flies also had some common differentially expressed genes: *GNBP-like3* (detection of biotic stimuli; response to fungus; defense response to other organisms [65, 66]), *Tsp42Ecn* (unknown functions), *mino* (encoding glycerol-3-phosphate O-acyltransferase, involved in fatty acid metabolic process and piRNA biogenesis [67]), *CG7542* (predicted serine-type endopeptidase). 

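CG10182, on chromosome 3R from 23587120 to 23589819 and overlapping an antisense RNA gene, had 49 and 48 counts in NB-flies and 463, 285 and 287 in LB-flies, or 1.91 ± 0.0936 CPM (SD, n = 2) and 14.2 ± 3.01 CPM (SD, n = 3), a log2 fold change of 2.90 (SE 0.25, DESeq2 adjusted p = 2.2e-18). CG10337, on chromosome 2L from 19545376 to 19546959 and overlapping ref(2)P, rose from 12.1 ± 3.14 to 48.1 ± 15.8 CPM, a log2 fold change of 1.99 (SE 0.32, DESeq2 adjusted p = 8.4e-06). With each of the 5 libraries left out in turn the log2 fold changes stayed between 2.72 and 2.99 for CG10182 and between 1.69 and 2.29 for CG10337.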

Comparison data between LB-flies with an earlier data from 12 days space flight Oregon-R males (NASA Space Shuttle Discovery STS-121, absorbed dose rate 9200 nGy h^-1^) [68] revealed three common differentially genes: *Fst* (involved in cold acclimation [69]), *CG10337*, *CG10182*. Thus, genes related to multi-component stress response to space flight environments (including chronic elevated radiation background and microgravity [70]) almost did not overlap with genes involved in adaptive response to DULB-4900 conditions.

It should be noted that the changes in expression of some genes in the LB-flies can be interpreted as suppression of nerve impulse transmission—*nAChRbeta1* (predicted acetylcholine-gated cation-selective channel activity), *Vmat* (coding protein that repackages monoamines (dopamine, serotonin, and octopamine)) into presynaptic vesicles [48]) and *tutl* (coding transmembrane protein involved in coordinated motor control [49, 50])—all down-regulated in the LB-flies.

Additional KEGG pathway analysis of differentially expressed genes for LB-flies revealed that they were enriched in “Metabolic pathways”, “Biosynthesis of antibiotics” and “Other glycan degradation” (S2 Table). The only experiment where we can find the DEGs involved in the same KEGG pathways (“Metabolic pathways” and “Biosynthesis of antibiotics”) was fungal treatment [56]. Looking at the results of all comparisons from the different sides of enrichment analysis together, we can conclude that the closest set of genes with altered expression to LB-flies DEGs was the set after fungal treatment.

As noted earlier, in present there is no single point of view about whether a decrease in background radiation affects living organisms. In several studies a stress response registered in organisms exposed to below background radiation was explained by the absence of some usual level of environmental radiation [14, 20, 27]. That means the existence of some hormetic effects arising in the presence of radiation background that may be important to maintain optimal homeostasis of living systems. On the other hand, several studies have revealed the inability to change growth and development parameters of living organisms in low background radiation conditions and assumed an existence of a threshold for radiosensitivity [3, 13, 16].

We believe that considering the effects of low-radiation background in the deep underground laboratories, it is necessary to take into account one more factor that is impossible to control—the influence of deep underground conditions that are not normal for all multicellular terrestrial model organisms and require some adaptation to them. Thus, responses of complex organisms to conditions of deep underground low-radiation background laboratories probably more correct to consider from two points of view—as an effect of decrease in radiation background and as the influence of deep underground conditions. It is important that analyzing our data, we faced the lack of information about effects of deep underground conditions on complex multicellular organisms. Timing of hatch, percent survival and several morphometric parameters of the lake whitefish (*C*. *clupeaformis*) were studied in the SNOLAB pilot experiment [15]. Additionally, Moricano et al. estimated several physiological parameters of *D*. *melanogaster* (lifespan, fertility etc.) [20], but this is definitely not enough to understand the overall picture of effects of underground laboratory environments. We hypothesize that a number of changes in gene expression was caused in our experiment by the lack of a necessary level of external stimuli in underground conditions, such as sounds and vibrations, which could have triggered circadian rhythm disturbances and subsequent deterioration in functioning of some neuromuscular system components. Therefore, our results may also be important in terms of adaptation of multicellular organisms to deep underground conditions and for simulation of underground exoplanetary conditions for further space explorations [71–73]. It is interesting to note that we did not observe differentially expressed genes involved in hypoxia between the LB and NB experimental flies. Such genes were commonly registered during a biological response to industrial deep underground or cave conditions [74]. This fact can indicate a high quality of the ventilation system in DULB-4900.

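A list of 20 genes of the hypoxia response had 29 tested transcripts. edgeR's quasi-likelihood test called 0 of them over all transcripts and 0 over the list alone, 1 had an unadjusted p under 0.05, and DESeq2 called 0. As a whole the list was slightly lower in LB-flies, with 23 of the transcripts lower, a mean log2 fold change of -0.30 and an adjusted p of 0.0318 in limma's camera test, but its mean log2 CPM overlapped between the groups, with 2.80 and 3.01 in NB-flies and 2.85, 2.70 and 2.66 in LB-flies. With the replicate block by repeat number, by library name and with crossed numbers the adjusted p was 0.134, 0.0735 and 0.0725, and with the correlation between genes estimated from the data it was 0.437. The estimated setting also raised the adjusted p of lists with a correlation below the preset. The smallest p-values were those of transcripts of Glut1, Pdk and Gyc88E, with log2 fold changes of -1.72 (SE 0.67), -0.27 (SE 0.14) and -0.47 (SE 0.31), and the Glut1 transcript had at most 10 counts in a library.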

As limitations of our study, we should note that this is the first pilot work and the biological experiment in the DULB-4900 was carried out for the first time and once. Therefore, further experiments investigating different time points of *D*.*melanogaster* life cycle are required and our data should be considered as the basis for hypothesis explaining the observed changes in gene expression in LB-flies.

In conclusion, our results showed a very limited *D*. *melanogaster* response to the deep underground environment resulted in a relatively small amount of differentially expressed genes that are not specific for radiation related pathways. In part, this response may be caused by the lack of some physical stimuli affecting organisms on the surface, including the possible influence of reduced background radiation which almost does not overlap with the well-studied effect of low and high doses of radiation. Observed changes in gene expression may reflect an adaptive response to underground conditions of DULB-4900 and appear to suggest the presence of a certain dose threshold below which no common harmful effects of radiation are observed.

## Supporting information

S1 Fig Electrophoregram of RNA samples used for sequencing. Lines: 1 –molecular ruler, 2,3 –NB samples, 3,4,5 –LB samples.
(TIF) Click here for additional data file.

S2 Fig Correlation map for gene expression between repeats of NB- and LB-samples. 

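Across the tested transcripts, which are not independent replicates, Pearson's correlation of log2(CPM + 0.5) was 0.988 between the 2 NB libraries and 0.985, 0.975 and 0.987 between LB replicates 1 and 2, 1 and 3, and 2 and 3. Between LB and NB libraries it lay from 0.978 to 0.989, a range that overlaps the one within the groups. Spearman's correlation was 0.981 between the NB libraries and 0.977, 0.967 and 0.978 between the LB libraries in the same order.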

(TIF) Click here for additional data file.

S1 Table List of primers used for RT-qPCR. (PDF) Click here for additional data file.

S2 Table Altered KEGG pathways for different *D*. *melanogaster* experiments. (PDF) Click here for additional data file.

S1 Raw image (PDF) Click here for additional data file.

# Supplementary material for: First transcriptome profiling of D. melanogaster after development in a deep underground low radiation background laboratory
**Source:** PLoS One. 2021 Aug 5;16(8):e0255066. doi: 10.1371/journal.pone.0255066
**Supplement:** S1 Table

**S1 Table.** List of primers used for RT-qPCR

|               |                         |
|---------------|-------------------------|
| IM1-rt-Fw     | CCAATGCTGTTCCACTGTCTG   |
| IM1-rt-rev    | CGAATCCTTGGGTTGAAACTTCC |
| Shmt-rt-Fw    | GCGGTGTTTCCATCACTCCA    |
| Shmt-rt-rev   | AGGGCCTTGGCATTCTTGAG    |
| Hll-rt-Fw     | GAACGACCTCAAGCCAGCTAC   |
| Hll-rt-rev    | GGGCAGATCCGAATACTTCTCG  |
| LManIV-rt-Fw  | GGATGGTGCCCTAGAGATGC    |
| LManIV-rt-rev | TCGCGGAATCGAGAATGAGG    |
| Drs-rt-Fw     | CCCTCTTCGCTGTCCTGATG    |
| Drs-rt-rev    | CTCCTTGACACACACGACGA    |
| Rpl32-rt-Fw   | GTTTCGATCCGTAACCGATGTTG |
| Rpl32-rt-rev  | CCAGTCGGATCGATATGCTAAG  |

# Supplementary material for: First transcriptome profiling of D. melanogaster after development in a deep underground low radiation background laboratory
**Source:** PLoS One. 2021 Aug 5;16(8):e0255066. doi: 10.1371/journal.pone.0255066
**Supplement:** S2 Table

**S2 Table.** Altered KEGG pathways for different *D. melanogaster* experiments

| KEGG Pathway                                 |           |                              |                              |                                                       |                              |                                 |
|----------------------------------------------|-----------|------------------------------|------------------------------|-------------------------------------------------------|------------------------------|---------------------------------|
| Metabolic pathways                           | 10        |                              |                              |                                                       | 33                           |                                 |
| Biosynthesis of antibiotics                  | 4         |                              |                              |                                                       | 11                           |                                 |
| Other glycan degradation                     | 2         |                              |                              |                                                       |                              |                                 |
| Glutathione metabolism                       |           | 10                           | 5                            |                                                       |                              | 7                               |
| Drug metabolism - cytochrome P450            |           | 9                            | 6                            |                                                       |                              | 6                               |
| Metabolism of xenobiotics by cytochrome P450 |           | 9                            | 6                            |                                                       | 4                            | 7                               |
| Starch and sucrose metabolism                |           | 5                            |                              |                                                       | 5                            |                                 |
| Galactose metabolism                         |           | 5                            |                              |                                                       | 6                            |                                 |
| Drug metabolism - other enzymes              |           | 5                            |                              |                                                       |                              |                                 |
| Wnt signaling pathway                        |           |                              | 10                           | 10                                                    |                              |                                 |
| Non-homologous end-joining                   |           |                              | 3                            |                                                       |                              |                                 |
| Ribosome biogenesis In eukaryotes            |           |                              | 8                            |                                                       |                              |                                 |
| Ascorbate and aldarate metabolism            |           |                              | 3                            |                                                       |                              |                                 |
| Retinol metabolism                           |           |                              | 3                            |                                                       |                              |                                 |
| TGF-beta signaling pathway                   |           |                              | 3                            |                                                       |                              |                                 |
| Porphyrin and chlorophyll metabolism         |           |                              | 3                            |                                                       |                              |                                 |
| Pentose and glucuronate interconversions     |           |                              | 3                            |                                                       |                              |                                 |
| Hedgehog signaling pathway                   |           |                              |                              | 4                                                     |                              |                                 |
| RNA degradation                              |           |                              |                              | 7                                                     |                              |                                 |
| Circadian rhythm - fly                       |           |                              |                              | 3                                                     |                              |                                 |
| Hippo signaling pathway - fly                |           |                              |                              | 6                                                     |                              |                                 |
| Jak-STAT signaling pathway                   |           |                              |                              | 3                                                     |                              |                                 |
| mRNA surveillance pathway                    |           |                              |                              | 6                                                     |                              |                                 |
| FoxO signaling pathway                       |           |                              |                              | 5                                                     |                              |                                 |
| Pentose and glucuronate interconversions     |           |                              |                              |                                                       | 8                            |                                 |
| 2-Oxocarboxylic acid metabolism              |           |                              |                              |                                                       | 3                            |                                 |
| Glycerolipid metabolism                      |           |                              |                              |                                                       | 4                            |                                 |
| Glycine, serine and threonine metabolism     |           |                              |                              |                                                       | 3                            |                                 |
| Biosynthesis of amino acids                  |           |                              |                              |                                                       | 4                            |                                 |
| Ascorbate and aldarate metabolism            |           |                              |                              |                                                       | 3                            |                                 |
| Carbon metabolism                            |           |                              |                              |                                                       | 5                            |                                 |
| Purine metabolism                            |           |                              |                              |                                                       |                              | 9                               |
| Endocytosis                                  |           |                              |                              |                                                       |                              | 8                               |
|                                              | DULB-4900 | 40 cGy (Moskalev et al 2014) | 144 Gy (Moskalev et al 2015) | Cyrcadian rhythm misalignment (Boomgarden et al 2019) | Fungus (Moskalev et al 2015) | Spaceflight (Taylor et al 2014) |

# Supplementary material for: First transcriptome profiling of D. melanogaster after development in a deep underground low radiation background laboratory
**Source:** PLoS One. 2021 Aug 5;16(8):e0255066. doi: 10.1371/journal.pone.0255066
**Supplement:** S1 Raw image

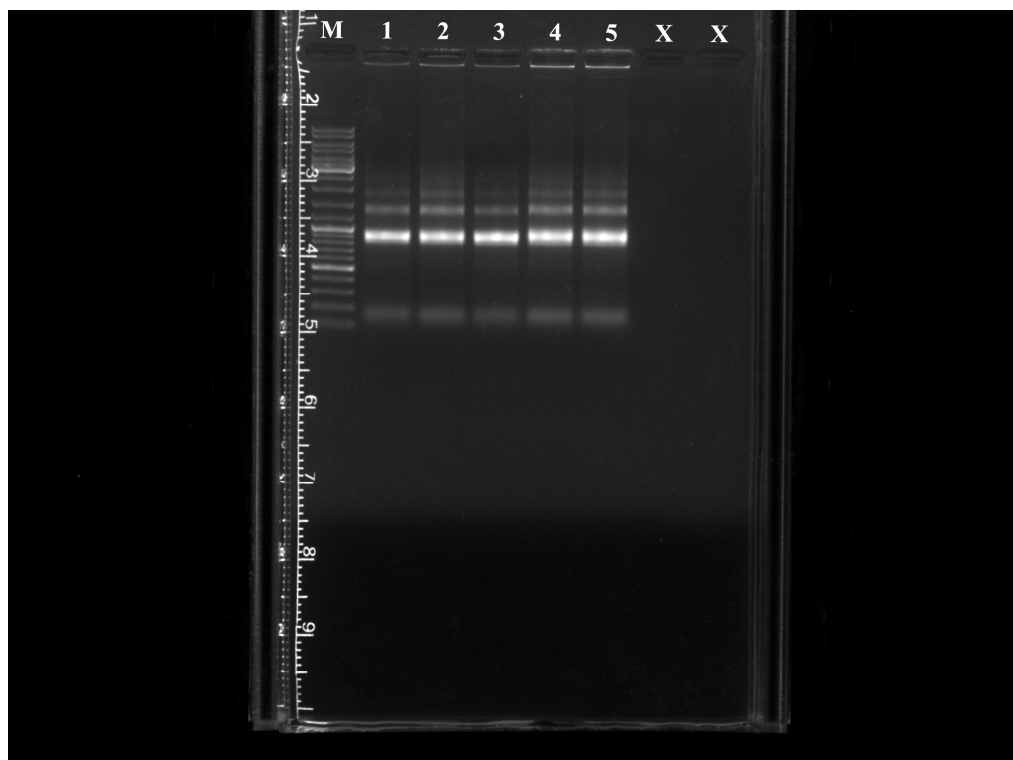

**S1 Figure.** Electrophoregram of RNA samples used for sequencing. Lines: M – molecular weight marker, 1,2 – NB samples, 3,4,5 – LB samples.

How the deposited data were processed for this re-analysis (not part of the article)

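RNA from 5 vials of Oregon-R males was sequenced, 3 vials of LB-flies from the underground laboratory and 2 vials of NB-flies from the ground laboratory, with 25 males in each library. The flies developed for 14 days at 24 °C and were 2 to 3 days old by the paper, and 3 days old by the sample labels. The authors trimmed the reads with TrimGalore and Cutadapt, aligned them with HiSat2 to the repeat-masked dm6 genome with RefSeq splice sites, and counted them with HTSeq. The values deposited by the authors are whole-number counts of reads for each RefSeq transcript, without normalization, with 1 library in each file. The counting mode and the use of the strand are not named in the paper's text. Each file lists 34111 transcripts and ends with 5 summary lines, which were left out of the tests. Reads that overlapped several transcripts are in no count, so that shared exons of isoforms and overlapping genes are lost, and a fold change of a gene with several transcripts describes the exons of 1 transcript only.

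The samples were assigned to LB-flies and NB-flies from their labels and the paper. Transcripts were matched to gene symbols and positions in a gene table of the same genome release, Release 6 plus ISO1 MT. Of the transcripts, 33766 matched with their version and 33912 without it. Names in the text follow the paper, and an older name was matched through the table's synonyms.

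Transcripts with fewer than 10 counts summed over the libraries were left out, which left 17337 of the 19549 with a count, and 14562 had no count in any library. The paper's methods name a minimum of 10 readings for genes, without saying whether it is a sum over libraries, and its total of transcripts is larger. The remaining counts were normalized with the TMM method and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the Benjamini-Hochberg adjustment, an FDR of 0.05 and a 1.5-fold limit. DESeq2 1.42.0, the paper's tool in another version, was run as an alternative with its default filtering. Other alternatives were limma-voom (limma 3.58.1), robust dispersions, DESeq2's size factors or the library size in edgeR, no filter, at least 10 counts in every library, edgeR's own filter, a test against 1.5-fold, transcripts of a gene summed, a replicate block by each of 2 numberings, and each library left out in turn. The designs, these alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The likelihood ratio test of edgeR, its newer treatment of small counts, the crossed replicate block and DESeq2 under further settings were added after the data were seen.

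The replicate block needs pairs of libraries, and these come only from the sample labels. The labels number the vials of each group by repeat (NB 1 and 2, LB 1 to 3), and the library names carry a second number (NB 1 and 3, LB 1 to 3). The paper does not describe the vials as paired. With a block, the LB library without a partner adds nothing to the contrast. This is LB replicate 3 by repeat number, and LB replicate 2 by library name and with crossed numbers.

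For processes that the paper names, and for tissues that could differ in share between vials, 20 gene lists were written from general knowledge. They were tested with limma's camera on the counts, with a preset correlation of 0.01 between genes, and with the Benjamini-Hochberg adjustment over the 20 lists. The alternatives were the correlation estimated from the data and limma's fry. A list's level in a library is the mean of log2(CPM + 0.5) over its transcripts. Genes named in the text are those of the paper's text and Table 2, up to 3 members of a list with the smallest p-values, and the genes that are said to have been chosen after their values were seen.

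Between 23027411 and 26036113 reads were counted on transcripts in a library, so that counting error is small for most of the named genes and the difference between vials limits the precision. With 2 NB libraries and 3 LB libraries there are only 10 ways to divide the libraries, and an exact permutation test could not fall under 0.1, so that it was not used for single genes.

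The scripts were tested on simulated counts with the means, dispersions and library sizes of these libraries and with genes that vary independently. In 5 simulations with 200 changed transcripts, edgeR's quasi-likelihood test recovered 73.2% of them with 8.29% false calls, DESeq2 85.9% with 21.8%, limma-voom 70.7% with 7.44%, and edgeR's likelihood ratio test 88.5% with 25.3%. The simulated changes were larger than those of many transcripts in Table 2, and none was placed in transcripts of the lowest levels. The recovered shares therefore do not give the power for smaller changes or lower levels. In 20 simulations without a changed transcript, DESeq2 called between 6 and 25 transcripts, edgeR's likelihood ratio test between 14 and 35, and edgeR's quasi-likelihood test between 0 and 4. Of 100 random lists of such genes, 1 had a camera p under 0.05, which does not test lists of genes that move together.

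The reads, the RT-qPCR values, the enrichment tests with DAVID and the data sets of other experiments with which the paper compares its genes were not analysed here.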

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

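Both results below are lists of genes outside those the paper discusses, tested with the other lists, that were higher in LB-flies than in the NB-flies that served as controls. Leaving out each LB library was decided beforehand, and of the tests here only the use of the fit without LB replicate 3 to weigh an explanation was chosen after the result was seen.

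The heat shock proteins were higher in LB-flies for 26 of 28 transcripts, with a mean log2 fold change of 1.46 and an adjusted p of 5.8e-05 in limma's camera test. Their mean log2 CPM was 2.26 and 2.27 in the NB libraries and 2.87, 2.10 and 4.07 in LB replicates 1, 2 and 3, so that 2 of 3 LB libraries lay above both NB libraries and LB replicate 2 lay below them. Hsp68, chosen after its values were seen, had 3777 and 2864 counts in NB-flies and 8921, 3146 and 71477 in LB-flies. Hsp70Bc, chosen in the same way, had 263 and 237 counts against 1799, 197 and 10692, and its reads can be shared with the other, almost identical Hsp70 genes. A high level in LB replicate 3 alone is one candidate explanation. Without this library the adjusted p was 0.0349, but with the same preset correlation between genes, and of the 2 LB libraries left 1 lies above and 1 below both NB libraries, so that this explanation is not excluded. Heat shock genes also rise and fall together between vials. With the correlation between them estimated from the data, at 0.582, the adjusted p was 0.588, and over all alternatives it ranged from 5.3e-25 to 0.622. The list did not pass with fry or with the estimated correlation, a setting that also raised the adjusted p of lists with an estimated correlation below the preset. The edgeR quasi-likelihood test called 0 transcripts of the list, 5 had an unadjusted p under 0.05, and DESeq2 called 0. The difference cannot be told apart from a difference between single vials in a group of genes that move together, and whether the underground conditions raise these genes remains a hypothesis.

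The testis genes were higher in LB-flies for 26 of 26 transcripts, with a mean log2 fold change of 0.33 and an adjusted p of 1.9e-07 in camera. All 3 LB libraries, at a mean log2 CPM of 7.04, 7.01 and 6.96, lay above both NB libraries, at 6.79 and 6.65. The only transcript of the list that DESeq2 called was that of Mst84Dc, which is in Table 2, and in edgeR's quasi-likelihood test 0 transcripts passed and 7 had an unadjusted p under 0.05. Testis transcripts are made in 1 tissue, and a small difference in its share of the RNA could move them together. With the correlation between genes estimated from the data, at 0.153, the adjusted p was 0.437, and over all alternatives it ranged from 3.4e-07 to 0.437. The estimated setting also raised the adjusted p of lists with an estimated correlation below the preset. The loss therefore does not show that these genes move as 1 tissue. The scalings tried gave nearly the same median log2 fold change of all transcripts (-0.02), so that they do not test a part of the scaling in this difference. A length bias was not tested within this list. The direction was the same under all alternatives run, but a list that moves as 1 tissue would count as few observations. Whether this list does was not shown, and the difference cannot be told apart from a difference in tissue share between 5 vials.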

How the results depend on the processing

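The alternatives below were set before the data were examined, except those said to be added. The number of transcripts called at an FDR of 0.05 depended on the test. With edgeR's quasi-likelihood test it was 0 (1313 at an unadjusted p under 0.05), and it was 0 also with limma-voom, robust dispersions, DESeq2's size factors, the library size alone, each of the other filters, the test against 1.5-fold, transcripts summed by gene, and, both added after the data were seen, the newer treatment of small counts and the crossed replicate block. With DESeq2 76 were called, with and without the fold limit, 31 higher and 45 lower in LB-flies, 76 of them in Table 2. With edgeR's likelihood ratio test, also added after the data were seen, 54 were called with and without the fold limit, 21 higher and 33 lower, 47 of them in Table 2. With the replicate block by repeat number 5 were called with and without the fold limit, 4 higher and 1 lower, 2 of them (CG14205 and up) in Table 2, and with the block by library name 0, with 422 at an unadjusted p under 0.05. Across the 3 fits that each left out an LB library, from 0 to 1 transcripts were called, from 0 to 1 higher, from 0 to 1 without the fold limit and from 0 to 1 in Table 2, and DESeq2, added in the same way, called from 58 to 150. In DESeq2 with other filters, with sums by gene and with the replicate blocks, all added after the data were seen, the number was between 64 and 92, of which between 30 and 76 were among the 76. The balance of its calls changed too, with 51 higher and 13 lower for the block by library name, 43 and 37 for the block by repeat number, 42 and 50 for the crossed block, and 64 and 86, 33 and 25, and 22 and 83 without LB replicate 1, 2 and 3. The cause of these differences was not tested.

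All 77 log2 fold changes of Table 2 kept their direction under the 19 alternatives run, except that 3 transcripts fell out under the filter of at least 10 counts in every library. This shows no stability, because all 77 have their 3 LB values on one side of both NB values. Leaving out a library could hardly reverse them, and the other alternatives refit the same counts. With the transcripts of a gene summed, 4 of the 77 moved away from Table 2 by more than the standard error (tutl -0.64, OtopLa -0.61, up -3.90 and nAChRbeta1 -0.39). Reads shared between isoforms are missing from these sums, so that they are not levels of whole genes. Of the 96 transcripts named, 3 reversed. The RpL32 log2 fold change was 0.061 with the replicate block by repeat number and between -0.29 and 0.059 with each library left out. Those of cid and Caf1-180 were between -1.25 and 0.012 and between -1.81 and 0.36 with each library left out, positive only without NB replicate 2. Of the other changes of single transcripts, 126 were from not called to called, nearly all under DESeq2 and the likelihood ratio test, and 43 were moves beyond the spread between replicates when an NB library was left out. The cause was not tested.

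Of the 20 gene lists, 11 had an adjusted p under 0.05 in camera, and 0 had one with fry or with the correlation between genes estimated from the data. With fry the adjusted p was 0.313 for the Toll list, 0.474 for DNA repair, 0.578 for DNA replication, 0.313 for hypoxia and 0.119 for purine metabolism. With the estimated correlation it was 0.437, 0.588, 0.588, 0.437 and 0.331 in the same order. This setting also raised the adjusted p of lists with an estimated correlation below the preset 0.01. The adjusted p went from 0.0990 to 0.437 for metallothioneins (correlation -0.160) and from 0.377 to 0.588 for the core clock (correlation -0.00713). A loss under this setting therefore does not show that the genes of a list move together. The Toll, purine and DNA replication lists passed under all other alternatives, none of which left out an NB library. For DNA replication only NB replicate 2 lay above the LB libraries, at a mean log2 CPM of 3.32. NB replicate 1, at 2.58, lay within the LB values of 2.67, 2.78 and 2.46. These alternatives therefore do not test the part of NB replicate 2 in that list. The hypoxia list had an adjusted p of 0.111 with at least 10 counts in every library, 0.134, 0.0735 and 0.0725 with the replicate block by repeat number, by library name and with crossed numbers, and from 0.00506 to 0.148 with each LB library left out. The DNA repair list had 0.139 with the block by repeat number and from 0.0122 to 0.136 with each LB library left out.

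Lists without a clear direction reversed. With the replicate block by repeat number the lists for oxidative stress (adjusted p of 0.0292), chitin and cuticle (0.134), the male accessory gland (0.163) and larval fat body (0.353) were lower in LB-flies. That block gives LB replicate 3 no part in the contrast. With LB replicate 3 left out these lists were lower too, with camera adjusted p of 0.0306, 0.136, 0.452 and 0.645 in the same order. With the block by library name the accessory gland (0.220) and larval fat body (0.765) lists were lower, and with the crossed block too (0.286 and 0.833). With each LB library left out the adjusted p ranged from 0.0306 to 0.268 for oxidative stress, from 0.0237 to 0.232 for chitin, from 4.3e-11 to 0.500 for the accessory gland, from 1.6e-04 to 0.886 for larval fat body, from 0.325 to 0.886 for female germline and yolk, and from 0.0306 to 0.268 for flight muscle, and each of these lists changed direction in at least 1 of the 3 fits. Among the lists not tied to a statement of the paper, the other changes were 15 from passing to not passing and 6 the other way. The cause of these other changes was not tested.

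The share of transcripts within 1.5-fold of each other and the correlations between libraries stayed within the spread between replicates under the alternatives run. The alternative of limma on normalized values did not apply, since the files hold counts. Precision is limited for transcripts with few counts, such as that of RpL32. It is also limited for genes whose isoforms share most exons, since shared reads enter no count. The part of depth in this was not tested. Leaving out an NB library leaves 1, so that only fold changes were computed there.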

Differences from the paper's values

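The paper reports 77 transcripts (0.44%) with different abundance between LB-flies and NB-flies, and edgeR's quasi-likelihood test called 0 (0%), with 1313 at an unadjusted p under 0.05. The paper's 31 up-regulated and 45 down-regulated genes stand against 0 and 0. Of the alternatives set before the data were examined, DESeq2 closed each of these gaps, with 76 transcripts (0.438%), 31 higher and 45 lower. The 45 are transcripts, 2 of them of Shmt, and by gene DESeq2 called 44 of the paper's 45 down-regulated genes. The others did not: the replicate block by repeat number called 5, the fit without LB replicate 3 called 1, and limma-voom, robust dispersions, the other normalizations and filters, the test against 1.5-fold, the sums by gene, the replicate block by library name and the fits without LB replicate 1 or 2 called 0. The replicate block by repeat number called CG14205 and up, and the fit without LB replicate 3 called CG14205, of the genes that the paper calls. The likelihood ratio test of edgeR, chosen after seeing the values, also came within 1.5 times the paper's numbers, with 54 transcripts, 21 higher and 33 lower, of which 47 are in Table 2. DESeq2 with other filters, sums by gene, replicate blocks, an LB library left out or the ovary list as a covariate, all chosen after seeing the values, called between 58 and 150 transcripts, of which between 30 and 76 are in Table 2.

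The paper also counts Nep6 among its down-regulated genes. Its log2 fold change was -1.02 in edgeR and its DESeq2 adjusted p was 0.0505, just above the limit. Nep6 was called by DESeq2 with the transcripts of a gene summed (adjusted p of 0.0439), with at least 10 counts in every library (0.0388) and with the ovary list as a covariate (0.00570), 3 settings chosen after seeing the values, and over all DESeq2 settings run its adjusted p ranged from 0.00570 to 0.9998. Over the 77 transcripts, the log2 fold changes of DESeq2 differed from those in Table 2 by at most 0.00492, and those of edgeR by at most 0.0597, within edgeR's standard error for all 77. The paper's total of transcripts, by which its percentage is given, is larger than the 17337 tested here, by less than 1.5 times, and the paper does not say whether its minimum of 10 readings is a sum over libraries.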

Other observations

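Of the tests in this part, the other splits of the libraries and the test of the Toll list without NB replicate 2 were chosen after their results were seen, and the others were set before their own results were seen. The ovary list as a covariate was added after other values had been seen.

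The 5 libraries can be divided into groups of 2 and 3 in 10 ways, and DESeq2 was run on each. The division into NB-flies and LB-flies gave 76 called transcripts, and 2 of the 10 splits, this one included, gave at least as many. With 10 splits the share cannot fall under 0.1, so that this count could not have excluded chance. NB replicate 2 and LB replicate 1 against the other 3 libraries gave 165 calls, none of them in Table 2 (0), and it was the only split with calls in edgeR's quasi-likelihood test (13). These 2 libraries share the maternal transcripts described below, so that this split is not an arbitrary one, and the next highest of the other splits had 47 calls. The other 9 splits had between 3 and 165 calls, with a median of 23. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test, the division into NB-flies and LB-flies had 1313 transcripts. LB replicates 2 and 3 against the rest had 1593, NB replicate 2 and LB replicate 1 had 1312, and the remaining splits had between 322 and 1008. This number therefore does not set the division into NB-flies and LB-flies apart. Among the 4 splits that part both pairs of libraries with the same repeat number, 2 gave at least 76 calls, and the remaining splits leave 1 or both of these pairs together.

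One candidate explanation for the calls made by DESeq2 and not by edgeR's quasi-likelihood test is false calls at 3 libraries against 2. In 20 simulations without any changed transcript DESeq2 called at most 25, with a median of 19, and edgeR's quasi-likelihood test at most 4. The 76 calls are more than the simulations gave, although as many as 25 could arise in this way. Real vials can differ in more ways than the simulated ones, in which genes vary independently.

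NB replicate 2 and LB replicate 1 had maternal transcripts that were nearly absent from the other libraries. alphaTub67C, chosen after its values were seen, had 1.49 and 61.6 CPM in NB replicates 1 and 2 and 23.9, 1.64 and 1.31 CPM in LB replicates 1, 2 and 3, and swa, chosen in the same way, had 1.61 and 45.0 CPM and 18.1, 1.27 and 1.22 CPM. The libraries were made from males, so that RNA of ovaries or of a female in these 2 vials is a candidate explanation. A list of 35 ovary genes was written before any of them had been looked at, and 30 of them had a tested transcript. For 16 of these genes NB replicate 2 and LB replicate 1 were the 2 highest libraries, against 10% by chance and at most 5 genes for any other pair of libraries (one-sided exact binomial test, p = 3.7e-09, which treats genes as independent). The mean log2 CPM of the list was 2.79 and 3.50 in NB-flies and 3.13, 2.99 and 2.87 in LB-flies. The yolk and chorion genes of the list for female germline did not show it, with a mean log2 CPM of -0.10 and 0.03 in NB-flies and 0.14, 0.05 and -0.10 in LB-flies, so that the source of these transcripts remains open. With the mean level of the ovary list as a covariate in DESeq2, 69 transcripts were called, and 49 of the 76 were among them. This is a weak test, since 1 library of each group carries these transcripts and the transcripts of Table 2 have all LB values on one side of both NB values, and whether the covariate removed the maternal transcripts was not measured.

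Fold changes between LB-flies and NB-flies fell with gene length. Across 17264 transcripts, which are not independent, Spearman's rho of the log2 fold change with the length of the gene was -0.251. Differences in RNA quality or library preparation between single libraries are a candidate explanation. Between libraries of the same group the strongest rho was 0.201 in absolute value (LB replicates 1 and 2), and for the 6 pairs of an LB and an NB library rho lay between -0.354 and -0.039, with 3 of them weaker than 0.201. The rho between the groups rests on means of libraries, which carry less noise than single libraries, so that the relation cannot be told apart from differences between single libraries. No biological explanation was tested.

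The Toll peptides were higher in LB-flies by 1.15 on the log2 scale as the mean of the list, and the 2 NB libraries differed from each other by 1.34. A low level in NB replicate 2 may account for a large part of this, since without it the difference was 0.476, while without NB replicate 1 it was 1.82. All 3 LB libraries lay above both NB libraries, and with 1 NB library left the remaining difference cannot be tested. The Imd genes varied more between vials than between groups. DptA, chosen after its values were seen, had 8097 and 135 counts in NB-flies and 116245, 32490 and 985 in LB-flies, and AttC, chosen in the same way, had 12897 and 224 against 174433, 31944 and 11953. A vial that met bacteria is a possible explanation that these counts do not test.

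The digestive enzymes of the midgut were lower in LB-flies for 37 of 44 transcripts, with a mean log2 fold change of -0.51 and an adjusted p of 4.0e-09 in limma's camera test, and photoreceptor genes were lower for 23 of 31 transcripts, with a mean log2 fold change of -0.25 and an adjusted p of 0.00538. For each list all 3 LB libraries lay below both NB libraries. These genes may move together as parts of 1 tissue. With the correlation between genes estimated from the data the adjusted p was 0.437 for the midgut list and 0.502 for the photoreceptors. This setting also raised the adjusted p of lists with an estimated correlation below the preset, so that it does not show such a movement. Over all alternatives the adjusted p ranged from 1.3e-14 to 0.437 for the midgut list and from 2.6e-04 to 0.502 for the photoreceptors. With the replicate block by repeat number, by library name and with crossed numbers, that of the photoreceptors was 0.0156, 0.0837 and 0.107. edgeR's quasi-likelihood test called 0 transcripts of either list, with 10 and 6 at an unadjusted p under 0.05. Neither difference can be told apart from a difference in the state or share of a tissue between vials.

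LB replicate 3 had 8.19% of its counted reads on mitochondrial transcripts, against 13.9% and 15.0% in the other LB libraries and 14.5% and 13.9% in the NB libraries.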
